# Immune stress suppresses innate immune signaling in preleukemic precursor B-cells to provoke leukemia in predisposed mice

**DOI:** 10.1038/s41467-023-40961-z

**Published:** 2023-08-24

**Authors:** Marta Isidro-Hernández, Ana Casado-García, Ninad Oak, Silvia Alemán-Arteaga, Belén Ruiz-Corzo, Jorge Martínez-Cano, Andrea Mayado, Elena G. Sánchez, Oscar Blanco, Ma Luisa Gaspar, Alberto Orfao, Diego Alonso-López, Javier De Las Rivas, Susana Riesco, Pablo Prieto-Matos, África González-Murillo, Francisco Javier García Criado, María Begoña García Cenador, Manuel Ramírez-Orellana, Belén de Andrés, Carolina Vicente-Dueñas, César Cobaleda, Kim E. Nichols, Isidro Sánchez-García

**Keywords:** Acute lymphocytic leukaemia, Acute lymphocytic leukaemia

## Abstract

The initial steps of B-cell acute lymphoblastic leukemia (B-ALL) development usually pass unnoticed in children. Several preclinical studies have shown that exposure to immune stressors triggers the transformation of preleukemic B cells to full-blown B-ALL, but how this takes place is still a longstanding and unsolved challenge. Here we show that dysregulation of innate immunity plays a driving role in the clonal evolution of pre-malignant *Pax5*^+/−^ B-cell precursors toward leukemia. Transcriptional profiling reveals that *Myd88* is downregulated in immune-stressed pre-malignant B-cell precursors and in leukemic cells. Genetic reduction of *Myd88* expression leads to a significant increase in leukemia incidence in *Pax5*^+/−^Myd88^+/−^ mice through an inflammation-dependent mechanism. Early induction of Myd88-independent Toll-like receptor 3 signaling results in a significant delay of leukemia development in *Pax5*^*+/−*^ mice. Altogether, these findings identify a role for innate immunity dysregulation in leukemia, with important implications for understanding and therapeutic targeting of the preleukemic state in children.

## Abstract (web summary)

Immunological stressors are linked to the transformation of preleukemic B cells to B-cell acute lymphoblastic leukemia. Here the authors show a dysregulation of innate immune signaling in preleukemic precursor B cells and link to the development of B-cell acute lymphoblastic leukemia in a murine model.

## Introduction

Childhood B-ALL is considered a clonal blood disorder whose earliest stages take place during embryonic life. Hematopoietic progenitor cells carrying germline or somatic alterations affecting transcription factor genes that regulate early hematopoietic or early B cell development (such as germline *ETV6*, *PAX5,* or *IKZF1* mutations, or the somatic *ETV6-RUNX1* fusion) represent what are commonly defined as preleukemic cells^1^. These preleukemic cells are compatible with normal hematopoietic development in a large majority of cases. However, occasionally they can transform over time through the acquisition of additional somatic genetic alterations that lead to the appearance of full-blown B-ALL^2–5^.

The nature of the environmental or intrinsic signals that contribute to this “switch” from the preleukemic state to the leukemic state remains unclear. The majority of preleukemic genetic alterations on their own are also insufficient to cause B-ALL in mice, essentially recapitulating the scenario in humans^2^. Recent preclinical studies have shown that exposure to an immune stressor such as common pathogens is necessary to provide the selection advantage that allows preleukemic cells to give rise to leukemia in genetically susceptible strains of mice^3,5^. Epidemiologic data demonstrating that infection can act as a trigger for B-ALL development in humans further supports these findings^6–11^. However, the nature and order of the events by which infection triggers leukemia is still a matter of debate. The “delayed infection” hypothesis is based on the possibility that an immune system unexposed to common infections early in life may function abnormally when exposed to such infections later in life. Specifically, the abnormal immune signaling triggered by these infections is proposed to lead to a series of genetic events that culminate in the development of leukemia. Alternatively, the “population mixing” hypothesis was postulated to explain the appearance of small clusters of patients with B-ALL in a localized place and time^12^. It posits that childhood B-ALL arises as an uncommon result of exposure to any otherwise common infection, but this would only become noticeable as clusters of B-ALL at times of population mixing, when a relatively large number of susceptible children naïve to this infection mix with a large number of infected individuals, leading to a (largely subclinical) widespread epidemics^12^. In either case, a transient deficiency of the immune priming could system act together with a gut microbiome dysbiosis to drive B-ALL. However, little is known about how exposure to infection promotes such transformation of preleukemic cells.

Germline mutations affecting the B cell master regulator *PAX5* or the presence of the somatic *ETV6-RUNX1* fusion are associated with B-ALL development in a proportion of human carriers, and this process can be faithfully recapitulated in *Pax5*^*+/−*^ or *ETV6-RUNX1* transgenic mice^3,5^. Using these and other mouse models, recent studies have begun to address how preleukemic cells respond to infectious stimuli; in this way, it has been demonstrated that infection-driven B-ALL development in *Pax5*^*+/−*^ mice is T-cell independent^13^. Further, the presence of the *Pax5*^*+/−*^ or *ETV6-RUNX1* mutations uniquely shapes the gut microbiota when compared to the microbiota of wild-type littermates^13^. Curiously, the *Pax5*^*+/−*^-specific gut microbiota protects these predisposed mice from leukemia development, and its alteration by antibiotic treatment early in life is sufficient to induce leukemia, even in the absence of exposure to common pathogens^13^. In the present study, we sought to determine how *Pax5*^*+/−*^ and *ETV6-RUNX1* preleukemic cells switch to a leukemic state using the *Pax5*^*+/−*^ and *ETV6-RUNX1* mouse models, which are uniquely suited for the study of the early stages of malignant transformation^2^. Herein, we describe how the temporary malfunction of innate immune signaling plays a key role in this process in *Pax5*^*+/−*^ mice, and we identify how this is mediated by a molecular mechanism based on the partial downregulation of *Myd88*, finally leading to B-ALL in *Pax5*^*+/−*^ mice. These findings have important implications for the understanding and potential therapeutic targeting of preleukemic cells in susceptible children.

## Results

### Microbiome disruption promotes leukemia development in *Pax5*^*+/−*^ mice but not other genetically prone strains

Our group recently found that both *Pax5*^*+/−*^ and *Sca1-ETV6-RUNX1* transgenic mice harbor distinct genotype-specific gut microbiomes directly related to the genetic alteration they are carrying^13^. This work established an experimental paradigm to evaluate and identify the factors that modulate the selective advantage of preleukemic hematopoietic precursors. Thus, we first asked whether this relationship between leukemia-predisposition genetic alteration and gut microbiome is an inherent characteristic of genetic alterations associated with infection-driven leukemias or, rather, predisposing genetic alterations associated with infection-independent leukemias. To test this possibility, we took advantage of the *Sca1-Lmo2* mouse model, which develops infection-independent T-ALL^14^, and the *Sca1-BCR-ABLp190* model, which develops infection-independent B-ALL^15^. We initially analyzed the impact of these genotypes on the microbiome using stool samples from *Sca1-Lmo2* and *Sca1-BCR-ABLp190* mice. Indeed, the effect of each genetic alteration shaped a characteristic gut microbiome that was distinct between these two mouse strains and differed from the microbiome in wild-type (WT) and *Pax5*^*+/−*^ animals (Fig. 1a, b, Supplementary Fig. S1 and Supplementary Data 1–3). Thus, predisposing genetic alteration shapes distinct gut microbiota regardless of whether the alteration is associated with infection-dependent or infection-independent ALL development.

**Fig. 1:**
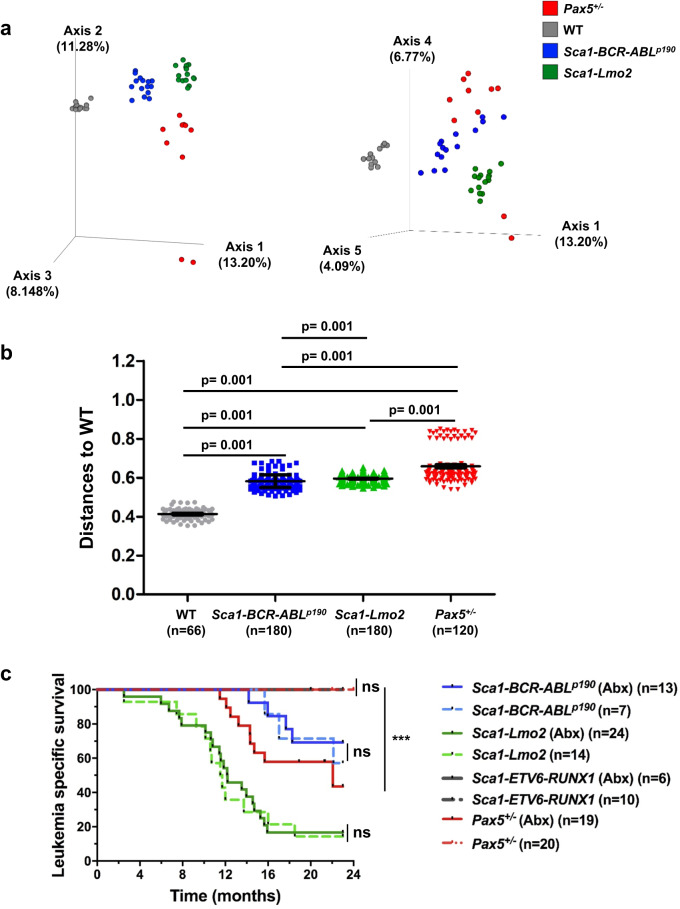
Genetic susceptibility to ALL shapes a specific gut microbiota in predisposed mice. **a** Pairwise Jaccard distances (beta diversity) were computed for all samples. Distance metric was ordinated into 3D via Principal Coordinates Analysis (PCoA) and visualized via Emperor. Axes indicate percent of explained variance. **b** Pairwise Permanova tests with 999 permutations were applied to test for differences in beta diversity grouped by mouse genotype (WT *n* = 12, *Sca1-BCR-ABLp190* *n* = 15, *Sca1-Lmo2* *n* = 15 and *Pax5*^*+/−*^ *n* = 10). Scatter dot plots visualize Jaccard distances between samples of the same genotype. Data are shown as Mean ± SD,“*n* = ” reports measured distances, “*p*“ is the *p*-value of the Permanova test. **c** Leukemia specific survival curve of *Sca1-BCR-ABLp190* treated (*n* = 13) or untreated (*n* = 7) with antibiotic6s (*p*-value = 0.6514), *Sca1-Lmo2* treated (*n* = 24) or untreated (*n* = 14) with antibiotics (*p*-value = 0.7935), and *Sca1-ETV6-RUNX1* treated (*n* = 6) or untreated (*n* = 10) with antibiotics mice *p*-value > 0.9999), and *Pax5*^*+/−*^ treated (*n* = 19) or untreated (*n* = 20) with antibiotics (*p*-value = 0.0002). None of them were exposed to common infections. *P*-values are from Log-rank (Mantel–Cox) test. Source data are provided as a Source Data file. Abx: treated with a cocktail of antibiotics for 8 weeks.

We have previously shown that altering the gut microbiome with antibiotic treatment elicits leukemia in *Pax5*^*+/−*^ mice, even in the absence of an infectious trigger (i.e., in specific pathogen-free conditions, SPF). Therefore, we next explored whether altering the gut microbiome under SPF conditions might lead to leukemia induction in *Sca1-ETV6-RUNX1*, *Sca1-Lmo2*, and *Sca1-BCR-ABLp190* mice. These mice were treated with an antibiotic cocktail (ampicillin, vancomycin, ciprofloxacin, imipenem, and metronidazole) in their drinking water for 8 weeks, which was started at around 8 weeks of age. In all three models, leukemia incidence, time to disease onset and the disease characteristics from both immunophenotypic and histological points of view were not altered by antibiotic treatment compared to non-antibiotic treated mice (Fig. 1c, Supplementary Fig. S2). Thus, modifying the gut microbiome through bacterial depletion impacts B-ALL development in *Pax5*^+/–^ mice but not in these other leukemia-predisposed strains. Taken together, these results suggest that, although childhood ALL up until now have been speculated to have a common underlying association with infection, there is etiologic heterogeneity regarding the role of gut microbiome dysbiosis in the development of different genetic subtypes of childhood ALL.

### Immune training by early exposure to infection does not prevent leukemia development in *Pax5*^*+/−*^ mice

In agreement with the delayed exposure hypothesis, epidemiologic studies suggest that exposures leading to immune stimulation (i.e., breastfeeding, daycare attendance, contact with pets, allergies) during early childhood are correlated with reduced development of the most common B-ALL subtypes (*ETV6-RUNX1*^*+*^ and high-hyperdiploid B-ALL)^16–21^. To ascertain whether the timing of infection exposure is relevant for B-ALL development in *Pax5*^+/−^ mice, heterozygous mutant and control littermate WT mice were exposed to the same infectious conditions since pregnancy and birth, and then during the rest of their lifespan (we named this the “early exposure group”) (Fig. 2a). The microbiological status in the conventional facility was defined and controlled for 2 years (Supplementary Data 4). The early exposure to common pathogens induced a significant decrease in peripheral blood (PB) B-cells in both WT and Pax5^+/−^ mice. However, this decrease does not seem to be related to leukemogenesis as WT mice never develop B-ALL. Under this scenario, specific B-ALL development was observed in 25% (7 out of 28) of *Pax5*^*+/−*^ animals (but none of the WT mice) of the early exposure group (Fig. 2b), closely resembling the penetrance of B-ALL development in *Pax5*^*+/−*^ mice with delayed exposure^3^ and in humans harboring a heterozygous *PAX5* c.547G>A pathogenic variant^22–24^. The leukemias occurring in *Pax5*^*+/−*^ early exposure mice developed between 9 and 17 months of age, similar to those developing in delayed-exposure mice^3^, and they exhibited the same leukemic immunophenotype (Fig. 2c and Supplementary Fig. S3–S5). Therefore, the timing of infection does not appear to impact leukemia development in *Pax5*^*+/−*^ mice with exposure to an immune stressor (i.e., housing in a conventional, non-SPF, facility) representing the triggering event.

**Fig. 2:**
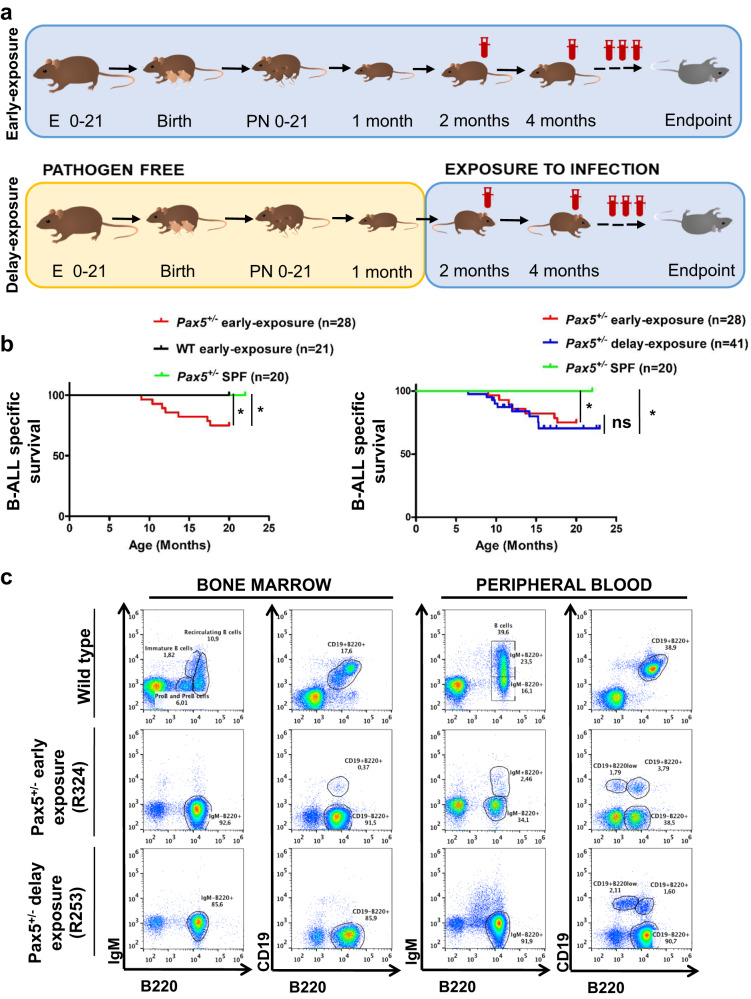
Early exposure to infection promotes the development of B-cell precursor acute lymphoblastic leukemia in *Pax5*^*+/−*^ mice. **a** Experimental setup. Female mice of the “early exposure group” got pregnant already in a conventional facility (i.e., non-SPF conditions) where they are exposed to common infections during their lifespan, and the born pups were kept in these conditions for their lifetime. Female mice from the “delayed-exposure group” got pregnant under SPF conditions, and pups were kept in SPF until one month of age, when they were moved to the conventional facility. The mice were monitored periodically. The endpoint was established at 2 years of age (22–24 months) or when the mice showed signs of disease (clinical signs or presence of blasts in peripheral blood); the animals were sacrificed and the hematopoietic and non-hematopoietic tissues were analyzed. E: embryonic period; PN: postnatal period; SPF: specific pathogen free. **b** B-ALL specific survival curve of *Pax5*^*+/−*^ animals born and kept into non-SPF conditions (red, *n* = 28) compared to WT control mice (black, *n* = 21) showing a significantly (log-rank *P* value 0.0151) shortened life span and compared to *Pax5*^*+/−*^ animals always kept into SPF conditions (green, *n* = 20) showing a significantly (log-rank *P* value 0.0177) shortened life span (left panel), and B-ALL specific survival curve of *Pax5*^*+/−*^ early exposure group (red, *n* = 28) compared to *Pax5*^*+/−*^ delayed-exposure group (blue, *n* = 41) showing similar life span (log-rank *P* value 0.5491) and comparing *Pax5*^*+/−*^ animals always kept into SPF conditions (green, *n* = 20) to *Pax5*^*+/−*^ delayed-exposure group (blue, *n* = 41) showing a significantly (log-rank *P* value 0.0098) shortened life span (right panel). Source data are provided as a Source Data file. **c** Flow cytometric analysis of hematopoietic subsets in diseased *Pax5*^*+/−*^ early exposure mice. Representative plots of cell subsets from the bone marrow and peripheral blood show accumulation of blast B cells in *Pax5*^*+/−*^ early exposure mice (*n* = 7, age: 9–17 months) compared to control age-matched littermate WT mice (*n* = 4, age: 8–16 months). *Pax5*^*+/−*^ early exposure mice show a similar immune-phenotype than *Pax5*^*+/−*^ delayed-exposure mice (*n* = 9, age: 6–16 months).

Nevertheless, it remained to be determined whether the mechanism driving B-ALL susceptibility in *Pax5*^+/−^ mice under early exposure to infections was similar to the one driving B-ALL onset in *Pax5*^+/−^ mice with delayed exposure. Examination of B cells in preleukemic *Pax5*^*+/−*^ early exposure littermates revealed significantly reduced proportions of total B-cells in the peripheral blood (PB) when compared to WT littermates housed under similar conditions (Supplementary Fig. S6). This decrease in PB B-cell proportions was similar to what we observed in the delayed-exposure *Pax5*^+/−^ group (Supplementary Fig. S6). To identify the somatically acquired second hits leading to leukemia development, we next performed whole exome sequencing of four *Pax5*^*+/−*^ early exposure tumors and their corresponding germline. Similar to leukemias from the delayed *Pax5*^*+/−*^ group, early exposure tumors showed recurrent mutations affecting the remaining WT *Pax5* allele, with Pax5 p.P80R occurring in 2 out of 4 analyzed leukemias (Supplementary Fig. S7). Moreover, an activating *Jak1* p.F837V variant was identified in one of the leukemic samples, which again highlights the importance of the JAK/STAT-signaling pathway in *Pax5*^*+/−*^ leukemias, as shown for *Jak1* and *Jak3* mutations in the *Pax5*^*+/−*^ delayed-exposure B-ALL^3,25^. Interestingly, 2 out of 4 mice analyzed harbored somatic mutations affecting the RAS-RAF-MEK-ERK-pathway (Nras p.G13D and Kras p.Q61H) (Supplementary Fig. S7). Somatic mutations that deregulate this signaling pathway are among the most common genetic aberrations in childhood ALL^26^. In summary, we obtained in vivo evidence showing that *Pax5*^*+/−*^ mice exposed to infections early in life develop leukemia with similar incidence, latency, and molecular features as *Pax5*^*+/−*^ mice exposed later in life. These results show that immune training by early exposure to infection does not have a protective effect against the conversion of preleukemic cells to B-ALL in mice heterozygous for a germline *Pax5* mutation. These findings strongly point toward a cell-autonomous defect within *Pax5*^*+/−*^ preleukemic cells and further reinforce the view of etiologic variation in leukemia development among different B-ALL molecular subtypes.

### Reduced expression of *Myd88* in immune-stressed preleukemic *Pax5*^*+/−*^ precursor B-cells

Innate immunity plays a critical role in shaping the evolution of cancers with a demonstrated causal association with infection^27^. Indeed, it has been reported that, in infection-triggered cancers, Toll-like receptors (TLRs) play a central role in inhibiting as well as in promoting cancer formation, both at the level of immune cells within the tumor microenvironment and acting directly on the cancer cells themselves^27^. To elucidate whether TLR signaling is involved in the transition of pre-malignant B cells to B-ALL, we next performed a *Mouse Toll-Like Receptor Signaling Pathway* PCR Array using precursor B cells isolated from the bone marrow (BM) of *Pax5*^*+/−*^ and WT mice kept either under SPF (Specific Pathogen Free) conditions or exposed to natural infection (i.e., housed in the conventional facility) both for 3 or 6 months. As we previously showed, *Pax5*^*+/−*^ mice only developed B-ALL under natural infection exposure^3^. Analysis of the TLR signaling pathway in preleukemic precursor B cells of *Pax5*^*+/−*^ mice exposed to infections revealed a decrease in the expression of the adaptors *Myd88* and *Tirap*, as well as the downstream transcription factor *Nfkb1a*, (Supplementary Fig. S8). Using real-time PCR quantification, we observed that low levels of *Myd88* could be detected in a small percentage of *Pax5*^*+/−*^ preleukemic mice, and that this expression was within a similar range to that observed in WT precursor B-cells (Fig. 3a). However, *Myd88* expression was significantly decreased in *Pax5*^*+/−*^ precursor B-cells from antibiotic-treated mice under SPF conditions and was equal to the level observed in *Pax5*^*+/−*^ leukemic B-cells (Fig. 3a). The antibiotic treatment of ETV6-RUNX1 mice also induced a reduction in Myd88 expression in precursor B-cells (Fig. 3a). This finding suggests that the inability of Abx-treatment to drive leukemia progression in the *Sca1-ETV6-RUNX1* model therefore, does not appear to be due to a failure to down-regulate *Myd88* expression in precursor B-cells. While the *Sca1-ETV6-RUNX1* model might have a different reliance on Myd88 signaling or on the cell intrinsic developmental stage where molecular alterations should take place, these results highlight the need to identify downstream mechanisms to provide possible explanations for the inability of Abx-treatment to drive leukemia progression in the *Sca1-ETV6-RUNX1* model. Thus, induction of a leukemogenic state is associated with a decrease of *Myd88* expression in *Pax5*^*+/−*^ B-ALL blasts.

**Fig. 3:**
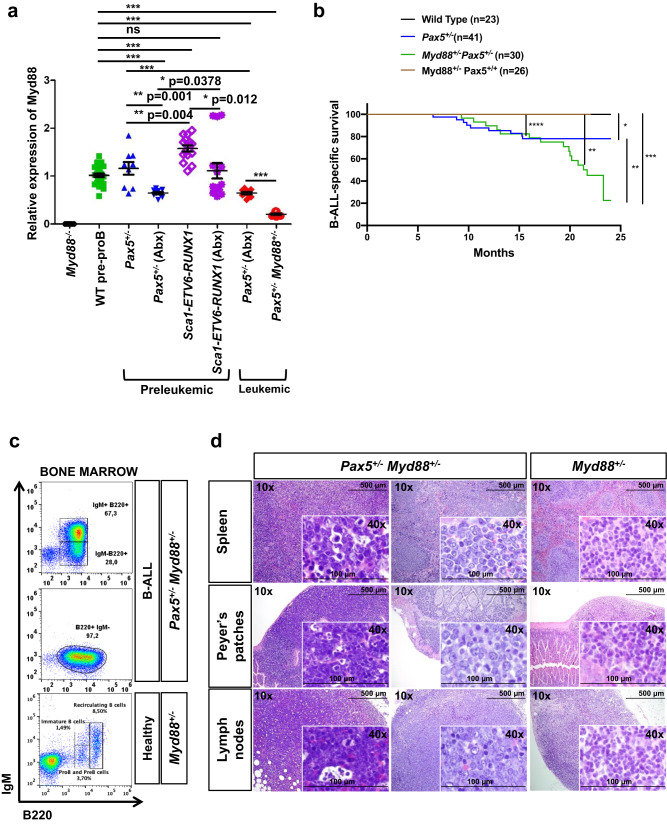
Reduction in *Myd88* levels significantly increases the development of leukemias in *Pax5*^*+/−*^ mice upon exposure to natural infections. **a** Q-PCR of *Myd88* expression levels in preleukemic *Pax5*^*+/−*^ and *Sca1-ETV6-RUNX1* and leukemic *Pax5*^*+/−*^ proB cells. Preleukemic samples: sorted BM proB (B220^low^ IgM^-^) cells from 3 months-old of wild-type (*n* = 5), *Pax5*^*+/−*^ (*n* = 3), *Sca1-ETV6-RUNX1* (*n* = 5) and *Pax5*^*+/−*^ (*n* = 3) and *Sca1-ETV6-RUNX1* (*n* = 5) mice treated with Abx for 8 weeks were analyzed by Q-PCR to quantified the expression of *Myd88*. Leukemic samples: BM leukemic cells from *Pax5*^*+/−*^ mice treated with Abx for 8 weeks (*n* = 3) and *Myd88*^*+/−*^*;Pax5*^*+/−*^ mice (*n* = 3) were analyzed by Q-PCR to quantify the expression of *Myd88*. All the mice analyzed were exposed to infections (in the conventional facility). Total BM from *Myd88*^*−/−*^ mice was used as a negative control. Error bars represent the mean and SD. For the significant differences, unpaired *t* test *p*-values (two-tailed) are indicated in each case. Only relevant comparisons are shown. *p* = 0.0378 when comparing *Pax5*^*+/−*^(Abx) vs *Sca1-ETV6-RUNX1*(Abx); *p* = 0.001 when comparing *Pax5*^*+/−*^ vs *Pax5*^*+/−*^(Abx); *p* = 0.012 when comparing *Sca1-ETV6-RUNX1* vs *Sca1-ETV6-RUNX1*^*-*^(Abx); *p* = 0.004 when comparing *Pax5*^*+/−*^ vs *Sca1-ETV6-RUNX1* and *** for *p*-value < 0.0001. **b** B-ALL-specific survival of *Pax5*^*+/−*^ and *Myd88*^*+/−*^; *Pax5*^*+/−*^ mice (*Pax5*^*+/−*^, blue line, *n* = 41), (*Myd88*^*+/−*^;*Pax5*^*+/−*^ dark green line, *n* = 30), (WT, black line, *n* = 23), and (*Myd88*^*+/−*^;*Pax5*^*+/+*,^ brown line, *n* = 26) all of them exposed to common infections. Log-rank (Mantel–Cox) test *p*-value > 0.9999 when comparing WT vs *Myd88*^*+/−*^*:Pax5*^*+/+*^ mice, *p*-value = 0.0117 when comparing *Pax5*^*+/−*^ vs *Myd88*^*+/−*^*;Pax5*^*+/+*^ mice and *p*-value < 0.0001 when comparing *Myd88*^*+/−*^*;Pax5*^*+/−*^ vs *Myd88*^*+/−*^*;Pax5*^*+/+*^ mice. **c** Flow cytometric analysis of bone marrow showing the accumulation of blast B cells (B220^+^ IgM^+/−^) in the leukemic *Myd88*^*+/−*^;*Pax5*^*+/−*^ mice (X012 and W182) and compared with a healthy *Myd88*^*+/−*^ mouse (X650), all of them exposed to common infections. **d** Haematoxylin and eosin staining of a tumor-bearing *Myd88*^*+/−*^;*Pax5*^*+/−*^ mice showing infiltrating blast cells in the spleen, Peyer’s patches, and lymph nodes, compared with an age-matched *Myd88*^*+/−*^ mouse. Loss of normal architecture due to leukemic cell infiltration can be seen. A representative example of 16 diseased mice is shown in the figure. Magnification and the corresponding scale bar are indicated in each case. Source data are provided as a Source Data file.

### Downregulation of *Myd88* increases the penetrance of infection-driven B-ALL development in *Pax5*^+/−^ mice

Given the downregulation of *Myd88* in preleukemic cells under antibiotic treatment as well as in *Pax5*^*+/−*^ B-ALL blasts, we next directly tested the requirement for *Myd88* in B-ALL development. First, we decreased the expression of *Myd88* by generating *Pax5*^*+/*^^*−*^;*Myd88*^*+/−*^ mice by interbreeding, and examined whether *Pax5*^*+/−*^*;Myd88*^*+/−*^ animals were more prone to infection-induced B-ALL than *Pax5*^*+/−*^ mice. *Pax5*^*+/−*^*;Myd88*^*+/−*^ mice were exposed to natural infections, and B-ALL development was monitored. We observed that B-ALL development was significantly increased in *Pax5*^*+/−*^*;Myd88*^*+/−*^ mice, where 64% (16 out of 25) developed B-ALL (Fig. 3b), closely resembling the penetrance of B-ALL development in *Pax5*^*+/−*^ *animals* treated with antibiotics^13^. To extend these findings, SPF-housed, two months-old WT and *Pax5*^*+/−*^ mice were intraperitoneally (i.p.) injected with PBS or 35 mg LPS (a Myd88-dependent TLR ligand) every other day for eight times over 2 weeks. This exposure of SPF-housed *Pax5*^*+/−*^ mice to an Myd88-dependent TLR ligand generated B-ALL in 20% of the mice (Fig. 4). In contrast, the exposure of SPF-housed *Pax5*^*+/−*^ mice to an Myd88-independent TLR ligand (mice treated with an intravenous injection of 200 μg of poly(I:C) for a total of 2 times, separated by four weeks between doses) did not generate B-ALL (Fig. 4), therefore supporting the direct participation of *Myd88* modulation in B-ALL development in this model. The advent of leukemia in *Pax5*^*+/−*^*;Myd88*^*+/−*^ mice under natural infection exposure occurred at between 7 and 20 months of age (Fig. 3b), similar to the *Pax5*^*+/−*^ group. Thus, the latency in leukemogenesis was not changed. Furthermore, the critical role of *Myd88* downregulation for B-ALL development in *Pax5*^*+/−*^ mice was further confirmed by both the lack of B-ALL development in *Pax5*^*+/+*^*;Myd88*^*+/−*^ mice under natural infection exposure (0 out of 26) (Fig. 3b) and the appearance of B-ALL in *Pax5*^*+/−*^*;Myd88*^*+/−*^ mice even in the absence of exposure to infections (5 out 8, 62.5%) (Supplementary Fig. S9), a condition where *Pax5*^*+/−*^ mice never develop B-ALL^3^. In all these cases the characterization of *Pax5*^*+/−*^*;Myd88*^*+/−*^ B-ALLs showed that they are histologically and phenotypically similar to those appearing in the *Pax5*^*+/−*^ group (Fig. 3c, d and Supplementary Figs. S10–S12).

**Fig. 4:**
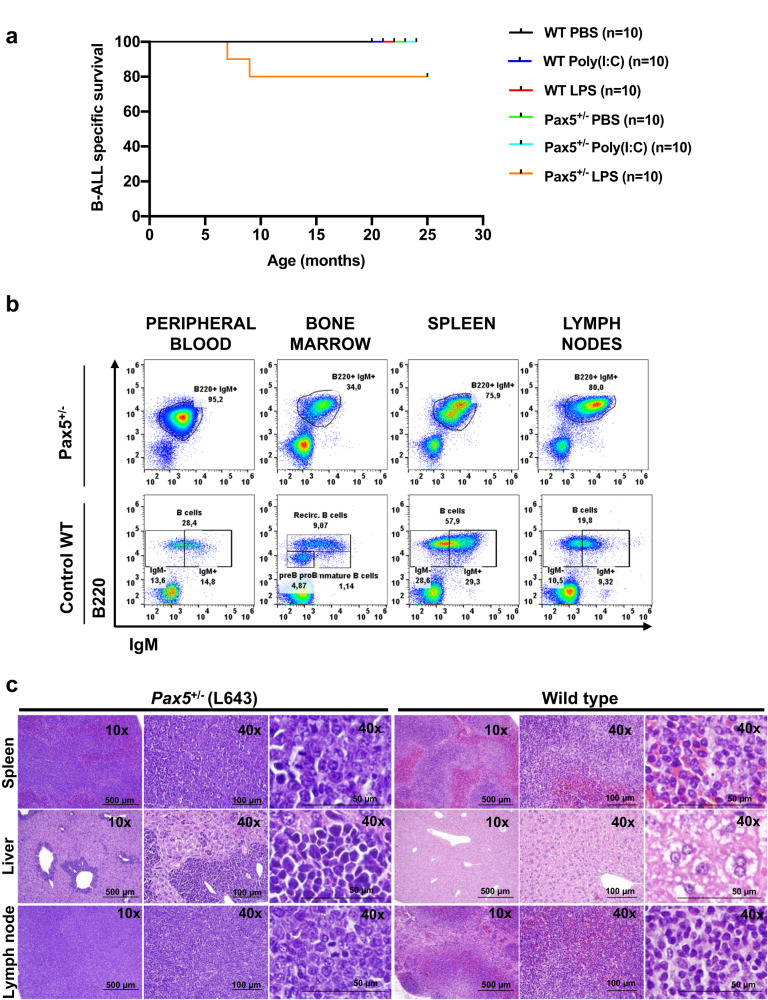
*Pax5*^*+/−*^ mice injected with LPS develop B-ALL without infection exposure. **a** B-ALL-specific survival of *Pax5*^*+/−*^ mice injected with LPS (a Myd88-depenedent TLR ligand) (orange line, *n* = 10), *Pax5*^+*/−*^ mice injected with poly(I:C) (a Myd88-indepenedent TLR ligand) (light blue line, n = 10), *Pax5*^+*/−*^ mice injected with PBS (as control) (green line, *n* = 10), control wild type (WT) mice injected with LPS (red line, *n* = 10), WT mice injected with poly(I:C) (dark blue line, *n* = 10), and WT mice injected with PBS (black line, *n* = 10), all of them housed in an SPF facility (without exposure to common infections). Log-rank (Mantel–Cox) test *p*-value = 0,1464 when comparing *Pax5*^*+/−*^ mice injected with LPS and *Pax5*^*+/−*^ mice injected with PBS. **b** Flow cytometry representative illustration of the percentage of leukemic B cells (B220^+^IgM^+^ subsets) in PB, BM, spleen and LN from a diseased *Pax5*^*+/−*^ mouse injected with LPS compared to an age-matched healthy WT mouse. **c** Haematoxylin and eosin staining of a tumor-bearing *Pax5*^*+/−*^ mouse injected with LPS unexposed to common infections showing infiltrating blast cells in the spleen, liver, and lymph nodes and compared with a healthy WT mouse. Loss of normal architecture can be seen due to the infiltrating cells morphologically resembling lymphoblast. Magnification and the corresponding scale bar are indicated in each case. Source data are provided as a Source Data file.

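*Myd88*, whose product passes signals of Toll-like and interleukin-1 receptors to NF-κB, read 8.86, 9.26, 8.70, 9.39, 8.52 and 8.26 (log2) in the 6 leukemic bone marrow samples from *Pax5*+/-*;Myd88*+/- mice, replicates 1 to 6. The 6 leukemic samples from *Pax5*+/- mice, which carry 2 intact *Myd88* alleles, lay between 9.87 and 10.38, and the 4 samples of sorted WT proB and preB cells between 10.01 and 10.13. The geometric mean of the *Pax5*+/-*;Myd88*+/- leukemias was thus 40.7% of that of the *Pax5*+/- leukemias (2-sided exact permutation p = 0.00216) and 42% of that of the WT cells (2-sided exact permutation p = 0.00476). That of the *Pax5*+/- leukemias was 103% of that of the WT cells (2-sided exact permutation p = 0.686). The paper, by PCR, reports a decrease of *Myd88* in *Pax5*+/- leukemic cells, taken from antibiotic-treated mice. *Pax5* itself averaged 10.80 ± 1.08 (mean ± SD) in the *Pax5*+/-*;Myd88*+/- leukemias, 11.00 ± 1.70 in the *Pax5*+/- leukemias and 11.92 ± 0.10 in the WT cells. The paper's text speaks of leukemic bone marrow, while the titles of its supplementary tables name B220-positive cells of that marrow. RNA of each sample was read on an Affymetrix mouse gene array, and each replicate is labeled a biological replicate. The authors summarized the arrays to log2 gene-level values with the RMA method in Transcriptome Analysis Console 4.0.1. From these values, limma was fitted to the 3 groups together, for 28944 probesets, and a probeset was called at an adjusted p under 0.05 and an absolute log2 fold change over 1. The study filtered on the unadjusted p, so counts at its thresholds stand beside the called ones. Gene lists were compared with all other genes by camera, with its preset correlation of 0.01, and adjusted over 39 lists. With 6 and 4 arrays the number of samples limits the precision, and the leukemias varied more between replicates (correlations down to 0.9666) than the sorted WT cells (down to 0.9929).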

To explore the relevance of our findings for human leukemia, we compared the role of *Myd88* activity on mRNA expression in from tumor cells from patients with B-ALL^28–31^. 

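Genes of B-cell differentiation were far lower in the leukemic marrow of the 6 *Pax5*+/-*;Myd88*+/- mice than in the 4 samples of sorted WT proB and preB cells. *Ikzf3*, which encodes the pre-B and mature B-cell transcription factor Aiolos, fell by 4.66 on the log2 scale (SE 0.47, adjusted p = 2.25e-06), to 7.13 ± 0.47 (mean ± SD). *Cd2*, an adhesion receptor that appears at the pre-B stage, fell from 10.73 ± 0.15 to 6.93 ± 0.42 (adjusted p = 2.17e-07). The transcription factor gene *Foxo1*, which is needed for the expression of the recombinase genes, fell by 1.80 (SE 0.32, adjusted p = 0.000446). Of 26 genes of the pre-B stage 16 were called lower, also when adjusted over the list alone, with a median log2 change of -1.81 (adjusted p = 1.30e-05 for the list, adjusted p = 0.346 with an estimated correlation). The Pax5 targets gave a similar picture, with 18 of 30 genes that Pax5 activates called lower, 18 also over the list alone (median -1.68, adjusted p = 1.30e-05, adjusted p = 0.515 with an estimated correlation). *Reln*, a secreted glycoprotein, fell by 4.22 (SE 0.07, adjusted p = 1.05e-14). Among the largest rises were those of the semaphorin gene *Sema6d*, by 3.43 to 9.47 ± 0.22 (adjusted p = 1.17e-08), and of the phospholipase gene *Plch1*, by 3.39 (SE 0.30, adjusted p = 4.45e-07). In all, 2209 probesets were called, 963 higher and 1246 lower, and 2317 differed at an unadjusted p under 0.05 and a fold change over 2. Markers of other cells differed too. Of 13 NK-cell markers 9 were lower, among them the receptor gene *Ncr1* (-4.03, list adjusted p = 5.08e-09, adjusted p = 0.346 with an estimated correlation), and of 21 stromal markers 9 were higher, among them the matrix gene *Sparc* (2.75, list adjusted p = 6.29e-05, adjusted p = 0.927 with an estimated correlation). Of 358 small RNAs 44 were higher and 6 lower, and 11 of 67 ribosomal protein genes were higher. Between cultured WT proB cells of the same study and the sorted WT cells, at least 96.9% of the probesets called here differed in the same direction, against 72% to 77.8% of all probesets, over 6 ways of dividing the sorted WT arrays between the comparisons. A batch of arrays or RNA therefore stays open for part of these differences.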

Using RNA microarray gene expression analyses, we identified differentially expressed genes (*n* = 2463) in leukemic BM from *Pax5*^*+/−*^*;Myd88*^*+/−*^ mice compared with BM precursor B cells from WT mice (Supplementary Fig. S13 and Supplementary Data 5). 

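Lists of genes that separate human B-ALL subtypes were followed gene by gene in the mouse leukemias of the 6 *Pax5*+/-*;Myd88*+/- mice. In the list of Chiaretti of genes higher in BCR-ABL B-ALL, *Ifitm1*, an interferon-induced membrane protein gene, rose by 2.45 (log2) over the 4 sorted WT samples (adjusted p = 0.0105) while *Cdc42ep3*, a Cdc42 effector, fell by 2.68 (SE 0.22, adjusted p = 2.55e-07). *Mrc1*, the mannose receptor of macrophages and a member of Juric's list of genes higher in BCR-ABL B-ALL, rose from 5.72 ± 0.11 to 8.57 ± 1.16 (mean ± SD, adjusted p = 0.000151). Lower in the mouse leukemias were *Otub2*, a deubiquitinase and member of Juric's list of lower genes (-4.12, adjusted p = 8.73e-06), and *Ms4a1*, which encodes CD20 and is in Linka's list of genes lower in ETV6-RUNX1 B-ALL (-3.50, adjusted p = 0.000537). As whole lists, the measured mouse counterparts of the human genes moved little against all other genes. Kohlmann's list had 11 of 14 genes above 0, a median log2 change of 0.31 and 1 called gene (adjusted p = 0.0701). Chiaretti's 58 genes had 4 called higher and 6 lower (adjusted p = 0.746), and Juric's 241 genes of the higher list 16 and 18 (adjusted p = 0.274). Of Juric's 122 genes of the lower list 4 were called higher and 16 lower (median -0.17, adjusted p = 0.194). Linka's lists had 10 higher and 7 lower of 154 upregulated genes (median 0.09, adjusted p = 0.0624), and 1 higher and 13 lower of 111 downregulated genes (mean -0.25, adjusted p = 0.808). Each of these counts of called genes was the same when adjusted over the list alone. None of the 6 lists passed the threshold of 0.05, whereas the rotation test fry, which asks only whether a list's own genes shift, gave 0.000848 for Kohlmann's, 0.00027 for Juric's lower and 0.00923 for Linka's lower list.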

When compared with defined signatures (genesets) previously identified as specifically up- or down-regulated in human B-ALLs^28,29,31^, the transcriptional profiles of mouse B-ALLs behaved similar to the ones derived from human leukemias (Fig. 5a and Supplementary Fig. S13). Similarly, the genes differentially expressed between mouse B-ALLs and normal mouse B cell progenitors showed a parallelism with genesets related to malignant transformation (Supplementary Fig. S14). Therefore, *Pax5*^*+/−*^*;Myd88*^*+/−*^ B-ALLs exhibited a gene expression pattern similar to human B-ALLs, and the gene expression profiles of *Pax5*^*+/−*^*;Myd88*^*+/−*^ and *Pax5*^*+/−*^ B-ALLs did not show major differences between them or when compared with gene expression profiles derived from blast cells from patients with B-ALL (Supplementary Fig. S15 and Supplementary Data 6), indicating that *Myd88* is not significantly contributing to the leukemic gene expression profile of infection-driven B-ALL.

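Single genes of ribosome assembly that MYC activates were called higher in the *Pax5*+/-*;Myd88*+/- leukemias than in sorted WT proB and preB cells, and single genes of the cell cycle lower. *Nop58*, a core protein of small nucleolar ribonucleoproteins, rose by 1.74 (log2, SE 0.18, adjusted p = 2.13e-06), from 9.29 ± 0.20 to 11.02 ± 0.38 (mean ± SD of 4 and 6 samples). *Mybbp1a*, a nucleolar regulator of ribosomal RNA synthesis, rose by 1.33 (SE 0.16, adjusted p = 1.54e-05). *E2f2*, a transcription factor of S-phase genes, fell by 2.24 (SE 0.27, adjusted p = 1.27e-05), and *Rrm2*, which supplies deoxyribonucleotides for replication, fell by 1.75 (SE 0.21, adjusted p = 1.32e-05). Of 46 MYC targets 39 lay above 0, with 8 called higher and none lower (8 and 0 over the list alone, median 0.42, adjusted p = 5.48e-09, adjusted p = 0.927 with an estimated correlation). The cell cycle list had 10 of 47 genes called lower and 1 higher, also over the list alone (median -0.18, adjusted p = 0.0136, adjusted p = 0.967 with an estimated correlation), and its adjusted p was 0.0714 without *Pax5*+/-*;Myd88*+/- leukemia replicate 2 and 0.0625 without replicate 4. Of 100 splits of the arrays into groups of these sizes, 24 gave the MYC targets and 55 the cell cycle list a p as small, so chance cannot be excluded for either list. In the JAK-STAT and RAS pathway, *Socs2*, a feedback inhibitor of STAT5, rose by 1.36 (adjusted p = 0.00467, and by 0.81 at a second probeset, under the fold threshold) and the survival gene *Bcl2l1* fell by 1.48 (adjusted p = 0.000393). This list of 31 genes had 2 called higher and 1 lower (adjusted p = 0.746, the same counts over the list alone). Of its other members, the kinase gene *Jak1* (0.49, adjusted p = 0.0829), the phosphatase gene *Ptpn11* (0.01, adjusted p = 0.963) and the GTPase gene *Nras* (-0.06, adjusted p = 0.509) were not called.

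**Figure D1:**
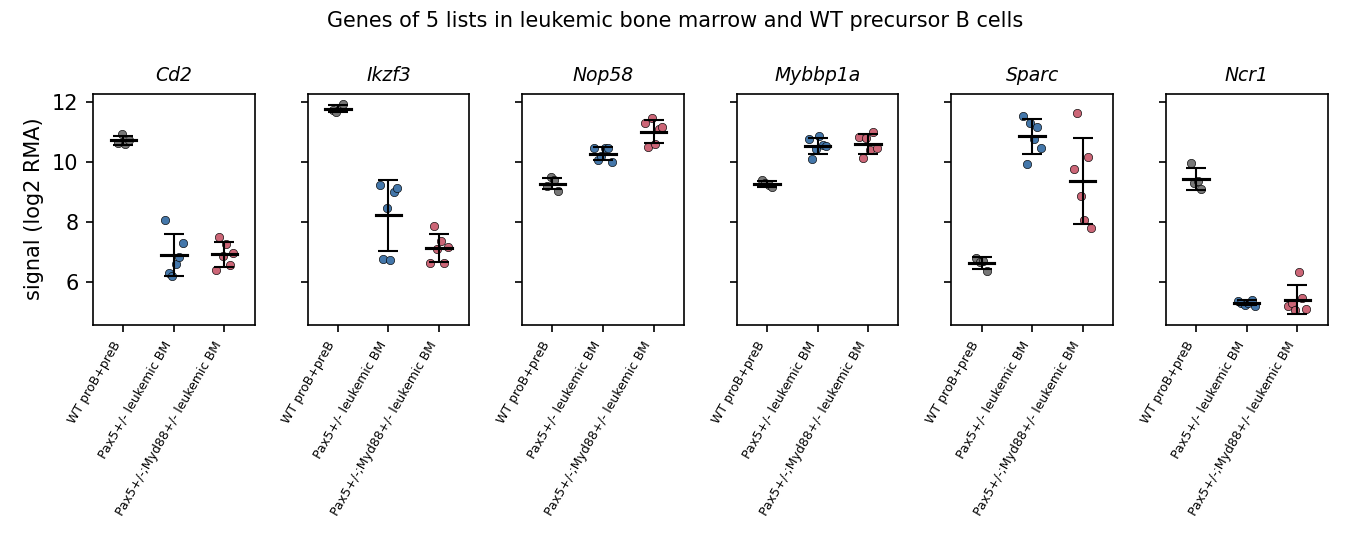
Log2 values of *Cd2*, *Ikzf3*, *Nop58*, *Mybbp1a*, *Sparc* and *Ncr1* in sorted WT proB and preB cells and in both leukemia groups, with points for arrays, lines for means and error bars for SD. *Cd2* averages 10.73 in the WT cells and 6.93 in the *Pax5*+/-*;Myd88*+/- leukemias, and *Nop58* 9.29 and 11.02.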

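Both leukemia genotypes kept low levels of the B-cell differentiation genes, but single genes differed strongly between them. *Wfdc17*, a secreted protein of macrophages, was 6.47 ± 0.52 in the 6 *Pax5*+/-*;Myd88*+/- and 10.38 ± 0.59 in the 6 *Pax5*+/- leukemias (mean ± SD, adjusted p = 1.21e-07). *Id2*, an inhibitor of E proteins that Pax5 represses, fell by 2.37 (log2, SE 0.36, adjusted p = 0.000127), and *Polr2f*, a subunit shared by the RNA polymerases, by 2.58 (adjusted p = 2.81e-07). *Dntt*, the terminal transferase of proB cells, rose by 2.51 (SE 0.75, adjusted p = 0.0173) with overlapping groups. *Fut11*, a fucosyltransferase, rose by 2.86 at its brighter probeset (adjusted p = 1.85e-07), while its other probeset read -0.28 (adjusted p = 0.00536). Of genes of the Myd88 pathway, *Nfkbia*, the NF-κB inhibitor, did not pass the test (-0.19, adjusted p = 0.656), *Nfkbib*, a second inhibitor of that family, fell by 1.47 (SE 0.12, adjusted p = 4.66e-07), and *Ly96*, the partner of Toll-like receptor Tlr4, fell by 2.08 (adjusted p = 0.000107). No gene of the pre-B or Pax5-activated lists was called by limma, with 6 and 6 lower and 0 and 0 higher at an unadjusted p under 0.05, and none by the methods' t-test after adjustment. The interferon list had 0 genes called higher and 2 lower (1 over the list alone, adjusted p = 0.752), and the TNF list 0 and 2 (adjusted p = 0.814). Markers of platelets were lower, 3 of 10, among them *Ppbp* (-3.36, adjusted p = 0.00675), while their whole list missed the threshold (adjusted p = 0.0858) and passed without *Pax5*+/-*;Myd88*+/- replicate 2 (0.00925) or *Pax5*+/- replicate 6 (0.0242). Of 21 granulocyte, 19 monocyte and 21 stromal markers 1, 3 and 4 were lower too (1, 1 and 2 over the list alone), among them *Mmp9* (-2.15, adjusted p = 0.00548). These lists missed the threshold (adjusted p = 0.0858, 0.227 and 0.292), and that of granulocytes passed without *Pax5*+/-*;Myd88*+/- replicate 4 (0.0221) or *Pax5*+/- replicate 1 (0.0363), 3 (0.0413) or 6 (0.0213). Whether the falls of *Ly96* and *Wfdc17* follow the share of myeloid cells was not tested. Across the array 1107 probesets were called, 362 higher and 745 lower, and 1192 at an unadjusted p under 0.05 and a fold change over 2. By camera on all arrays small RNAs were the list that passed, with 30 of 358 higher and 6 lower (adjusted p = 5.70e-08, adjusted p = 0.837 with an estimated correlation), led by *Snord58b* (5.30) and *Snord61* (4.98), and fgsea also gave lower Notch, IL2-STAT5, cell cycle and MYC target lists (adjusted p = 0.0385 each). Of the called probesets 92% differed in the same direction between cultured and sorted WT cells, against 70.4% of all probesets. A batch of arrays or RNA may therefore lie behind part of the differences between the leukemias, and a difference in the state of the cells stays open too. Between *Pax5*+/-*;Myd88*+/- and *Pax5*+/- proB cells 45.3% did so, against 51.4% of all probesets. From the lack of major differences that it sees between these leukemias and in their comparison with human blasts, the paper concludes that *Myd88* does not significantly contribute to the leukemic expression profile.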

**Fig. 5:**
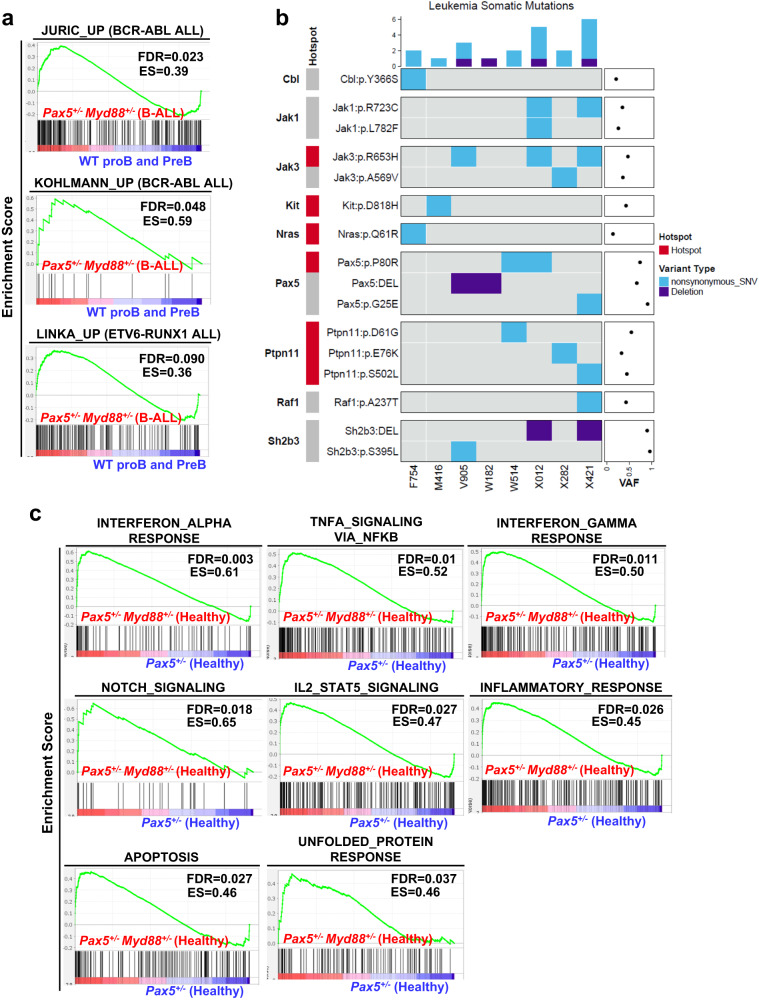
Genetic impact of *Myd88* downregulation in *Pax5*^*+/−*^ infection-driven leukemia. **a** GSEA showing that leukemic *Pax5*^*+/−*^;Myd88^+/−^ cells from diseased mice present similar profiles for genesets previously identified in human B-ALL samples^28,29,31^. The genesets shown are significantly enriched with a nominal p-value < 1%. Statistical analysis was done using Gene set enrichment analysis (GSEA) algorithm. **b** Whole Genome Sequencing in *Pax5*^*+/−*^;*Myd88*^*+/−*^ B-ALLs. Oncoprint of somatic single nucleotide mutations and copy number alterations across 8 leukemia samples from *Pax5*^*+/−*^;*Myd88*^+*/−*^ mice. Somatic alterations are clustered by gene. Tumor DNA was derived from whole leukemic BM or LN, while tail DNA of the respective mouse was used as reference germline material. Previously reported known human or mouse leukemia hotspot mutations are highlighted (red). Mean tumor variant allele fraction (VAF) for each single nucleotide mutation is shown on the dotplot on the right. **c** GSEA plots showing the 8 gene sets that are significantly enriched at nominal *p*-value < 1% in *Pax5*^*+/−*^;*Myd88*^+/−^ proB cells from healthy mice. Enrichment analysis was done using the hallmarks collection from MSigDB^55^. Statistical analysis was done using Gene set enrichment analysis (GSEA) algorithm.

To identify somatically acquired second hits leading to B-ALL development in *Pax5*^*+/−*^*;Myd88*^*+/−*^ mice, we performed whole-genome sequencing of paired tumor and germline tail DNA samples from eight *Pax5*^*+/−*^*;Myd88*^*+/−*^ tumors. The percentage of leukemic cells in the sequenced samples ranged from 88.1% to 98.7%. We identified several somatically acquired recurrent mutations and copy-number variations involving B cell transcription factors in diseased *Pax5*^*+/*^*;Myd88*^*+/−*^ mice (Fig. 5b, Supplementary Figs. S16, S17, Supplementary Data 7). Furthermore, recurrent mutations affecting the JAK/STAT and RAS signaling pathways were detected (Fig. 5b, Supplementary Fig. S16). The same genes are also mutated in *Pax5*^*+/−*^ murine leukemias^3,13,25^ and human B-ALL samples^26^. Thus, the drivers of infection-associated B-ALLs are similar in both *Pax5*^*+/−*^*;Myd88*^*+/−*^ and *Pax5*^*+/−*^ leukemic cells. Collectively, these observations revealed that downregulation of *Myd88* is associated with increased development of leukemia with a similar genetic profile as the leukemias observed in *Pax5*^*+/−*^ mice and those from human patients.

### ***Pax5***^***+/−***^***;Myd88***^***+/−***^ precursor B cells exhibit an inflammatory transcriptional profile

We next studied the function of *Myd88* downregulation at the preleukemic stages by examining both the accumulation of myeloid cells and the transcriptional profiles of *Pax5*^*+/−*^*;Myd88*^*+/−*^ preleukemic precursor B-cells in comparison with those from *Pax5*^*+/−*^ preleukemic cells (Supplementary Figs. S18–21 and Supplementary Data 8–10). 

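*Myd88* fell with each lost allele in the cultured proB cells. Replicates 1 to 4 read 9.39, 9.59, 9.22 and 9.63 (log2) in WT, 9.27, 9.21, 9.27 and 9.35 in *Pax5*+/-, 8.78, 8.51, 8.69 and 8.59 in *Pax5*+/-*;Myd88*+/-, and 7.44, 7.41, 7.04 and 7.38 in *Pax5*+/-*;Myd88*-/- cells. The mean of *Pax5*+/-*;Myd88*+/- cells was 64.5% of that of *Pax5*+/- cells (SE 0.10 on the log2 scale, adjusted p = 0.000549) and that of *Pax5*+/-*;Myd88*-/- cells 25.7% (adjusted p = 1.02e-09), while *Pax5*+/- and WT cells did not differ by the test (88.1%, adjusted p = 0.388). *Pax5* averaged 11.70 ± 0.14 (mean ± SD) in WT, 11.12 ± 0.23 in *Pax5*+/- and 11.21 ± 0.17 in *Pax5*+/-*;Myd88*+/- cells, and was lower in *Pax5*+/- than in WT cells by 0.58 (adjusted p = 0.00203). Each genotype has 4 arrays, labeled as biological replicates. By the methods, bone marrow of mice 2 to 3 weeks old was enriched for B220 and grown with IL7 at 5 ng/ml on feeder cells, and the labels call the samples sorted B220-positive marrow of mice kept free of pathogens until 2 months. The methods do not describe the *Pax5*+/-*;Myd88*-/- cultures. Arrays, summarizing and calling were as for the leukemias, with the 4 genotypes in 1 fit of their own. Sex differed with the genotype: *Xist*, expressed from the inactive X chromosome, averaged 12.47 ± 0.05 in *Pax5*+/-*;Myd88*+/-, 12.38 ± 0.11 in *Pax5*+/-*;Myd88*-/-, 5.76 ± 0.15 in *Pax5*+/- and 5.73 ± 0.33 in WT cells, and the Y-linked *Ddx3y* 5.52 ± 0.18 in *Pax5*+/-*;Myd88*+/- and 9.80 ± 0.08 in *Pax5*+/- cells, so comparisons of *Pax5*+/-*;Myd88*+/- with *Pax5*+/- or WT cells are also between sexes. Between *Pax5*+/-*;Myd88*+/- and *Pax5*+/- cells 235 probesets were called, 102 higher and 133 lower, and 241 at an unadjusted p under 0.05 and a fold change over 2. Of the 173 called genes 12 lie on the X and 3 on the Y chromosome. With 4 arrays per genotype the number of samples limits the precision. By *Xist* all 4 arrays of a genotype were of the same sex. WT replicates 1 and 3 and replicates 2 and 4 correlated at 0.9982 and 0.9979, the other WT pairs at 0.9906 to 0.9912. Whether the arrays of a genotype come from separate mice and cultures was not tested. The tests take them as independent. If they are not, a difference between single mice or cultures would read as one of genotype.

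**Figure D2:**
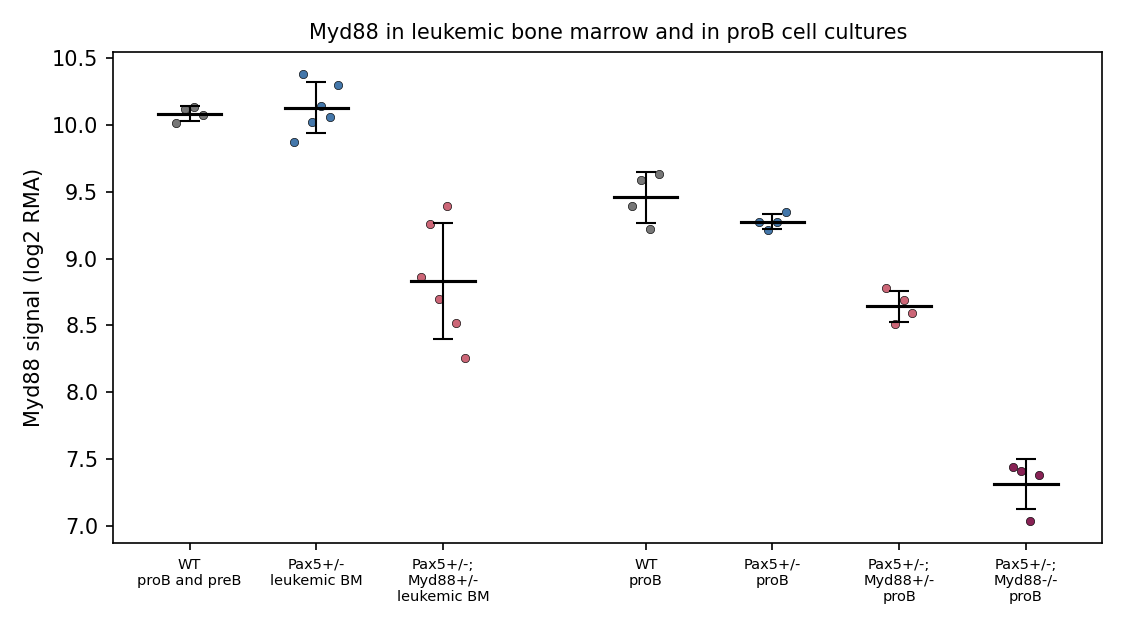
Log2 value of *Myd88* in the 7 groups of arrays, with points for arrays, lines for means and error bars for SD. Cells with a lost *Myd88* allele lie below their controls in both experiments, and *Pax5*+/-*;Myd88*-/- cells average 7.32.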

*Myd88* downregulation was not associated with an accumulation of myeloid cells in *Pax5*^*+/−*^;*Myd88*^*+/−*^ mice when compared to *Pax5*^*+/−*^;*Myd88*^*+/+*^ mice (Supplementary Fig. S18). However, *Pax5*^*+/−*^;*Myd88*^*+/−*^ proB cells were characterized by an increased expression of genes involved in activation of signaling effectors (for example, Notch, apoptosis and IL2-STAT5 signaling) associated with cell proliferation and survival (Fig. 5c). 

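Single genes of these pathways differed between the 4 *Pax5*+/-*;Myd88*+/- and the 4 *Pax5*+/- cultures, while the lists as a whole did not pass the list test. *Cd44*, an adhesion receptor shared by the IL2-STAT5, apoptosis and TNF lists, rose by 2.80 (log2, SE 0.08, adjusted p = 1.64e-12), from 6.22 ± 0.18 to 9.02 ± 0.14 (mean ± SD). *Cd48*, a ligand of SLAM-family receptors in the IL2-STAT5 list, rose by 2.38 (SE 0.21, adjusted p = 1.18e-06). *Ccnd1*, the cyclin D1 gene and the called member of the Notch list, rose by 1.07 (SE 0.13, adjusted p = 4.73e-05), and by 0.99 without *Pax5*+/-*;Myd88*+/- replicate 3 and 1.00 without *Pax5*+/- replicate 4, at or under the fold threshold. In the apoptosis list *Smad7*, an inhibitor of TGF-β signaling, fell by 1.94 (SE 0.12, adjusted p = 2.05e-08). *Tlr7*, a receptor for single-stranded RNA in the IL2-STAT5 list that lies on the X chromosome, rose by 2.28 (adjusted p = 1.31e-11). WT cultures averaged 8.16 for *Cd44*, 8.47 for *Cd48*, 9.42 for *Ccnd1*, 8.22 for *Smad7* and 7.10 for *Tlr7*, so much of each change is a return from the level of *Pax5*+/- cells toward WT, and none of the 5 was called between *Pax5*+/-*;Myd88*+/- and WT cells. The IL2-STAT5 list had 6 genes called higher and 2 lower of 136 (median 0.02, adjusted p = 0.311), the apoptosis list 3 and 2 of 108 (mean 0.04, adjusted p = 0.517) and the Notch list 1 and 0 of 45 (median 0.02). Each count was the same when adjusted over the list alone. By fry the IL2-STAT5 list reached 1.87e-05 and the Notch list 0.0394, and by the ranked enrichment of fgsea all 3 lists passed, at 0.00455, 0.0362 and 0.0305 for IL2-STAT5, Notch and apoptosis.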

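*Dntt*, which adds nucleotides at immunoglobulin joints and marks the proB stage, fell by 2.31 (log2, SE 0.43, adjusted p = 0.00289) in the *Pax5*+/-*;Myd88*+/- proB cells, to 8.39 ± 0.61 from 10.70 ± 0.09 in *Pax5*+/- cells (mean ± SD, 4 arrays each). Of 26 genes of the pre-B stage none was called by limma, with 3 higher and 4 lower at an unadjusted p under 0.05 (median 0.04, adjusted p = 0.922 for the list). Of 36 genes of follicular B cells none was called either, with 7 higher and 5 lower at an unadjusted p under 0.05 (median 0.05, adjusted p = 0.379). The methods' t-test called 0 genes of both lists after adjustment, as did limma adjusted over the list alone. The proB list of 22 genes had *Dntt* as its called gene (adjusted p = 0.883). By fry the follicular list was higher at 0.0442 and the pre-B list not (0.949).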

*Pax5*^*+/−*^;*Myd88*^*+/−*^ proB cells were also enriched in genes associated with pre-B and follicular murine B cell developmental stages (Supplementary Fig. S21A). Interestingly, the downregulation of *Myd88* in *Pax5*^*+/−*^ proB cells exacerbated the number of genes differentially expressed that are regulated by *Pax5*, like *Cd19*, *Slamf6*, *Bst1*, *Foxo1*, or *Bcar3* (Supplementary Figure S21B). 

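*Slamf6* differed by more than 1 log2 unit between the 4 *Pax5*+/-*;Myd88*+/- and 4 *Pax5*+/- proB cultures, while *Bst1*, *Bcar3* and *Foxo1* did not. *Slamf6*, a SLAM-family receptor, was 6.38 ± 0.17 (mean ± SD) in WT and 6.15 ± 0.06 in *Pax5*+/- cells (adjusted p = 0.236) and rose to 9.71 ± 0.22 in *Pax5*+/-*;Myd88*+/- cells (by 3.56, SE 0.10, adjusted p = 6.74e-13). *Bst1*, which encodes CD157, fell by 1.99 in *Pax5*+/- cells (SE 0.23, adjusted p = 2.15e-05) and read 0.97 higher in *Pax5*+/-*;Myd88*+/- than in *Pax5*+/- cells (adjusted p = 0.0227, under the fold threshold, and 1.04 without *Pax5*+/-*;Myd88*+/- replicate 2). *Bcar3*, an adaptor of Cas signaling, read -0.59 in *Pax5*+/- against WT cells (adjusted p = 0.00817) and 0.49 in *Pax5*+/-*;Myd88*+/- against *Pax5*+/- cells (adjusted p = 0.0433), both under the fold threshold. *Foxo1* passed in neither comparison (-0.17 and 0.30, adjusted p = 0.383 and 0.0857). Against WT, *Pax5*+/-*;Myd88*+/- cells had *Slamf6* higher by 3.33 (adjusted p = 2.22e-12). Of 30 genes that Pax5 activates, 1 was called higher and 2 lower in *Pax5*+/- against WT cells (median -0.11), 1 and 1 in *Pax5*+/-*;Myd88*+/- against *Pax5*+/- cells (median 0.10, adjusted p = 0.311 for the list), and 1 and 2 in *Pax5*+/-*;Myd88*+/- against WT cells, with the same counts over the list alone. The called gene that went down in *Pax5*+/-*;Myd88*+/- against *Pax5*+/- cells was the calpain gene *Capn2* (-1.45, adjusted p = 7.49e-10). Over the whole array 312 probesets were called in *Pax5*+/- and 333 in *Pax5*+/-*;Myd88*+/- cells against WT.

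**Figure D3:**
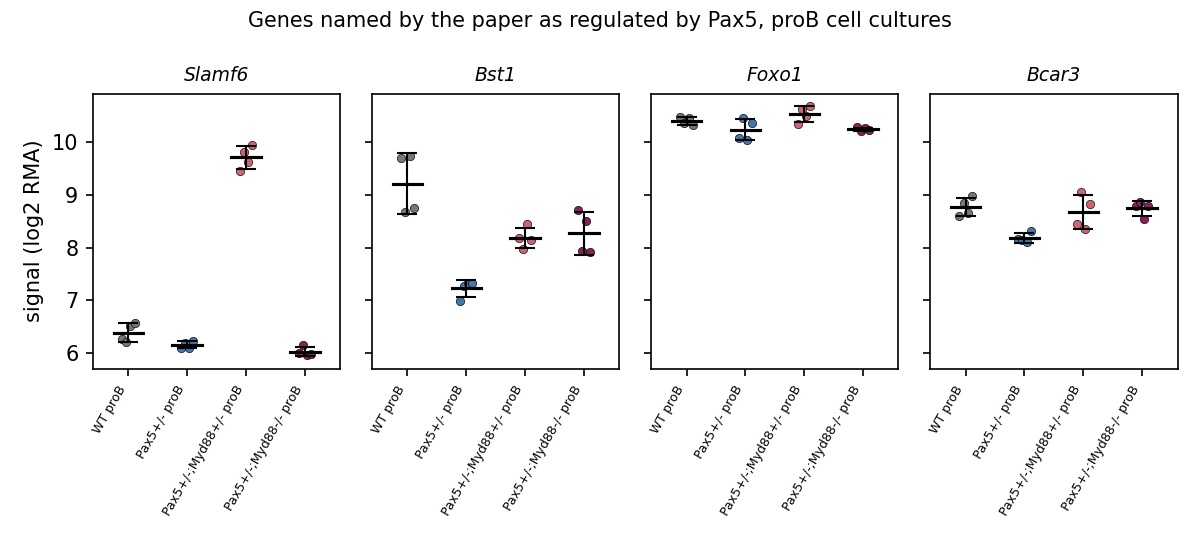
Log2 values of *Slamf6*, *Bst1*, *Foxo1* and *Bcar3* in the cultured proB cells of 4 genotypes, with points for arrays, lines for means and error bars for SD. *Slamf6* lies near 6 in all but the *Pax5*+/-*;Myd88*+/- cells, where it averages 9.71.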

*Myd88* downregulation in *Pax5*^*+/−*^ preleukemic precursor B-cells also augmented the expression of genes involved in the interferon-α response, TNFα signaling via NFκB and interferon-γ response (Fig. 5c), in agreement with the increase in inflammatory cytokines observed in peripheral blood in *Pax5*^*+/−*^;*Myd88*^*+/−*^ mice (Supplementary Fig. S22). These findings suggest that Myd88-dependent signaling was hyperactive in *Pax5*^*+/−*^ cells, and failed to upregulate feedback inhibitors of the Myd88–NFκB signaling pathway (Fig. 5c), in agreement with previous results showing that *Myd88* deficiency results in tissue-specific changes in cytokine induction and inflammation in infected mice^32^. These results are also in agreement with in vitro studies showing that pro‐inflammatory cytokines like IL-6/IL-1β/TNFα^33^ or TGF-β dependent signaling^34,35^ promote malignant transformation of pre‐leukemic B cells.

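Single interferon-induced genes were called higher in the 4 *Pax5*+/-*;Myd88*+/- cultures than in the 4 *Pax5*+/- cultures. *Ly6e*, an interferon-induced surface protein, rose by 2.00 (log2, SE 0.07, adjusted p = 1.76e-11), from 10.86 ± 0.17 to 12.86 ± 0.09 (mean ± SD). *Apobec3*, a cytidine deaminase that restricts retroviruses, rose by 1.93 (SE 0.11, adjusted p = 4.01e-09). Of 65 genes of the interferon response 51 lay above 0, 4 were called higher and 2 lower (the same over the list alone), and the median was 0.16 (adjusted p = 2.14e-07, adjusted p = 0.45 with an estimated correlation). In the list of TNF signaling via NF-κB, *Nr4a1*, an immediate-early nuclear receptor, fell by 1.44 (SE 0.10, adjusted p = 4.23e-08) from a level above the 8.56 of WT cells, whereas 83 of its 115 genes lay above 0. That list had 3 genes called higher and 1 lower, also over the list alone (median 0.05, adjusted p = 0.000131, adjusted p = 0.428 with an estimated correlation). Of 50 genes of the interferon-γ response and antigen presentation none was called by limma or the methods' t-test, with 5 higher and 3 lower at an unadjusted p under 0.05 (median 0.04, adjusted p = 0.438). The cytokine genes *Tnf* (0.30, adjusted p = 0.848), *Il6* (0.00, adjusted p = 1) and *Il1b* (-0.03, adjusted p = 0.965) did not pass the test in these cells.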

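Feedback inhibitors of Myd88 and NF-κB signaling were measured in the same cultures of 4 *Pax5*+/-*;Myd88*+/- and 4 *Pax5*+/- replicates. *Atf3*, a repressor of Toll-like receptor responses, rose by 1.13 (log2, SE 0.08, adjusted p = 3.44e-08), from 7.04 ± 0.15 to 8.18 ± 0.13 (mean ± SD). *Nfkbia*, the main inhibitor of NF-κB, read 0.06 (SE 0.15, adjusted p = 0.97). *Irak3*, a kinase-dead brake on the Myd88 complex, was higher in *Pax5*+/-*;Myd88*+/- than in WT cells by 1.15 (SE 0.07, adjusted p = 7.65e-09). *Tirap*, the adaptor that brings Myd88 to the membrane, fell by 1.35 from *Pax5*+/- to *Pax5*+/-*;Myd88*+/- cells (SE 0.11, adjusted p = 3.59e-07), after a rise of 1.18 from WT to *Pax5*+/- cells (adjusted p = 1.48e-06). *Tlr4*, the receptor for lipopolysaccharide, did not pass the test (0.49, adjusted p = 0.286). Of 29 feedback inhibitors 24 lay above 0 in *Pax5*+/-*;Myd88*+/- against *Pax5*+/- cells, with *Atf3* the called gene, also over the list alone, and a median of 0.06 (adjusted p = 0.00323, adjusted p = 0.653 with an estimated correlation). The list's adjusted p was 0.072 without *Pax5*+/- replicate 3 and 0.0761 without *Pax5*+/-*;Myd88*+/- replicate 4. Of 45 genes of the Toll-like receptor pathway 1 was called higher and 1 lower (adjusted p = 0.901). From the changes in this and the preceding pathways, the paper proposes that Myd88-dependent signaling was hyperactive in *Pax5*+/- cells and did not raise the feedback inhibitors of the pathway.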

### Engagement of Myd88-independent TLR signaling delays natural infection-driven B-ALL development

We have shown that exposure to natural infections promotes full-blown B-ALL in *Pax5*^*+/−*^ mice and that the malignant transformation of preleukemic precursor B-cells is associated with reduced levels of Myd88 expression. Since Myd88 is a critical component in innate immunity induction following TLR ligation, we questioned whether Myd88-independent TLR ligation during the preleukemic phase might alter progression to B-ALL. Therefore, we have addressed this hypothesis by prior exposure of *Pax5*^*+/−*^ mice to Myd88-independent TLR agonists, such as the synthetic double-stranded RNA analogue poly(I:C)^36^. Specifically, we established a mouse cohort consisting of 37 control littermate WT and 66 *Pax5*^*+/−*^ mice. All mice were born in a SPF facility. Four weeks after birth, mice were transferred to a conventional facility, and 14 WT and 31 *Pax5*^*+/−*^ mice were pre-treated with an intravenous injection of 200 μg of poly(I:C) for a total of 2 times, separated by four weeks between doses, and the remaining 23 WT and 35 *Pax5*^*+/−*^ mice received vehicle (Fig. 6c). The microbiologic status of mice was monitored before and periodically throughout treatment, with no differences observed between treated and untreated animals (Supplementary Data 4). As a result of poly(I:C) treatment, we observed a specific increase in inflammatory cytokines and CD8^+^ T cells in peripheral blood in both WT and *Pax5*^*+/−*^ mice (Fig. 6b and Supplementary Figs. S23–S25), showing that poly(I:C) administration was having a similar immune-activating effect in WT and *Pax5*^*+/−*^ mice. We next evaluated the immediate effects of Poly(I:C) treatment on the preleukemic cell population and myeloid cell compartments. Poly(I:C) treatment does not reduce the preleukemic compartment in the bone marrow of *Pax5*^*+/−*^ mice (Supplementary Fig. S26) but it did induce an accumulation of myeloid cells in both WT and *Pax5*^*+/−*^ mice (Supplementary Fig. S27). However, consistent with our previous findings, 23% (8 out of 35) of *Pax5*^*+/−*^ mice receiving vehicle developed and succumbed to leukemia (Fig. 6c). The prevalence and the phenotypic and histological characteristics of B-ALL were similar in animals treated with poly(I:C) and untreated *Pax5*^*+/−*^ *mice*, while 25% (8 out of 31) of treated *Pax5*^*+/−*^ mice developed B-ALL and died from the disease (*p* = 0.7930) (Fig. 6c, and Supplementary Fig. S28, S29). In contrast, the latency to leukemia in *Pax5*^*+/−*^ *mice treated with* poly(I:C) was significantly longer than in the *Pax5*^*+/−*^ *control* group receiving vehicle, where it was delayed until 12–21 months of age (*p* = 0.0019) (Fig. 6e). Thus, early Myd88-independent TLR ligation during the preleukemic phase in *Pax5*^*+/−*^ mice resulted in significant delay of B-ALL development under oncogenic environmental conditions, supporting the view that immune modulation during the preleukemic stage can significantly alter progression to B-ALL^2^.

**Fig. 6:**
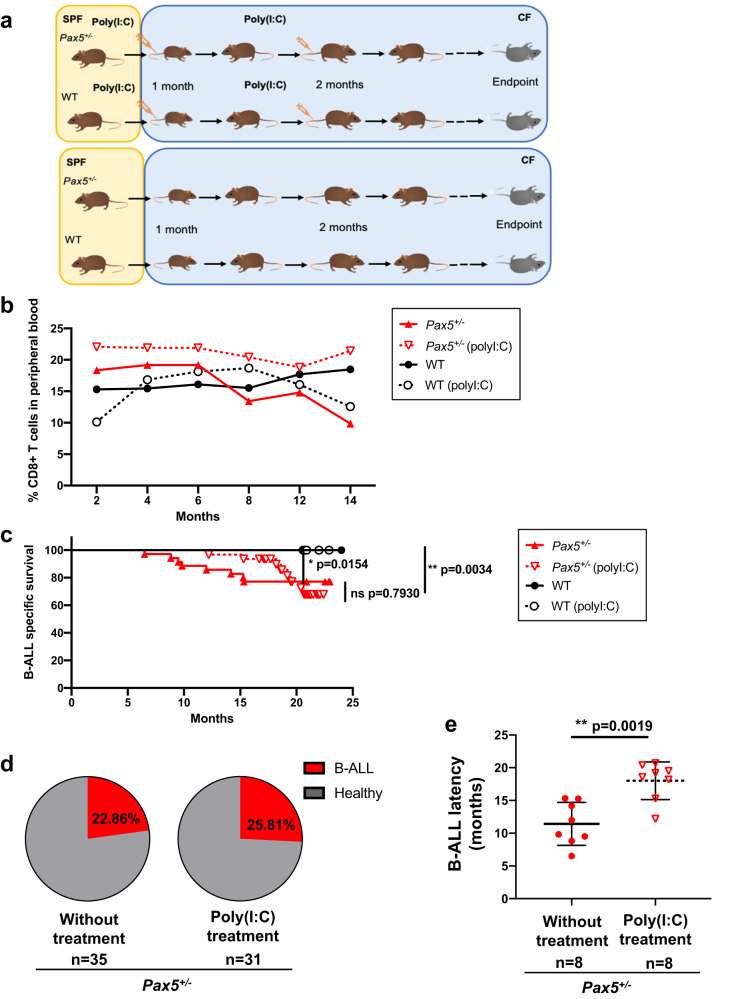
Innate stimulation by poly(I:C) treatment delays B-ALL development in Pax5^+/−^ mice exposed to infections. **a** Study design. poly(I:C) treatment fully described in methods section. SPF: specific pathogen free facility; CF: conventional facility, where the mice area exposed to common infections. **b** Percentages of CD8^+^ T cells in peripheral blood of *Pax5*^*+/−*^ and WT mice treated with poly(I:C) compared to untreated mice. An increase in CD8+ T cells can be observed in the blood of treated mice, only being statistically significant for the *Pax5*^*+/−*^ mice (unpaired *t* test (two-tailed), *p*-value = 0.0087) (for WT mice the unpaired *t* test has a nonsignificant *p*-value = 0.5069). Each point represents the mean of the levels of the CD8+ T cells in all mice in each group for each of the different time points (*n* = 31 for *Pax5*^*+/−*^ poly(I:C)-treated mice, *n* = 8 for *Pax5*^*+/−*^ untreated mice, *n* = 14 for WT poly(I:C) treated mice and *n* = 23 for WT untreated mice). **c** B-ALL–specific survival of mice treated with poly(I:C) (*Pax5*^*+/−*^, pink dashed line, *n* = 31; WT, blue dashed line, *n* = 14) and nontreated mice (*Pax5*^*+/−*^, pink line, *n* = 35; WT, blue line, *n* = 23) following exposure to common infections. Log-rank (Mantel–Cox) test *p* = 0.7930 when comparing *Pax5*^*+/−*^ mice treated with poly(I:C) versus nontreated *Pax5*^*+/−*^ mice, *p* = 0.0034 when comparing *Pax5*^*+/−*^ versus WT poly(I:C)-treated mice and *p* = 0.0154 when comparing *Pax5*^*+/−*^ versus WT mice without treatment. **d** Absence of changes in B-ALL incidence in *Pax5*^*+/−*^ mice treated with poly(I:C). The treatment of *Pax5*^*+/−*^ mice with poly(I:C) did not reduce nor increase the rate of B-ALL development. Fisher exact test (two-tailed), *p* = 0.9999. 8 out 35 mice in the non-treated group developed the disease (22.86%) and 8 out of 31 mice in the poly(I:C)-treated group developed B-ALL (25.81%). **e** poly(I:C) treatment increases the latency of B-ALL development in *Pax5*^*+/−*^ mice. *Pax5*^*+/−*^ untreated mice (*n* = 8) were diagnosed with B-ALL between 6 and 15 months of age and the *Pax5*^*+/−*^ mice treated with poly(I:C) (*n* = 8) were diagnosed between 10.5 and 20.8 months of age. Error bars represent the mean and SD. Statistic test Mann–Withney (two-tailed), *p*-value = 0.0019. Source data are provided as a Source Data file.

## Discussion

The association of B-ALL incidence with infectious stressors has been supported by epidemiological data for several decades now; however, until recently, there were no experimental models available capable of providing a suitable biological mechanistic explanation for these findings^3–5,13,25^. However, leukemogenesis in these animal models occurs relatively late related to its age peak in humans, and we do not yet have an explanation for this finding^2^. We believe that the time to leukemogenesis is, to a large extent, related to the species-specific differences in the dependence of early B cell progenitors from IL7. Murine early B cell progenitors are strongly dependent on IL7 signaling, and when IL7 is removed from cell cultures, these cells die. IL7, when bound to its receptor, activates Jak3 and phosphorylates STAT5. We speculate that this may be the cause explaining why, under the selection pressure of exposure to a common infectious environment, murine B cell progenitors need more time to acquire *Jak3* mutations in comparison with their human counterparts, probably because human B cell progenitors are to a large extent independent of IL7^37^.

Using these mouse models, here we have provided evidence showing that gut microbiome dysbiosis is a universal characteristic of all genetic preleukemic conditions tested. However, altering the gut microbiome through bacterial depletion exclusively has a specific impact on B-ALL development in genetically predisposed *Pax5*^+/–^ mice, therefore highlighting the complex interaction between genetic subtypes and environmental factors that drive leukemogenesis in childhood B-ALL. Indeed, our study of variation in susceptibility to B-ALL by genetic subtypes has allowed us to identify for the first time an etiologic heterogeneity in the progression of the disease among subtypes of childhood B-ALL, and our results suggest that the use of gut microbiota as a modifiable therapeutic target to reduce or abolish the impact of immune stress in predisposed carriers may only apply to specific genetic subtypes of childhood B-ALL. In agreement with this finding, our studies show that, in *Pax5*^*+/−*^ mice, immune training by early exposure to infection does not have a protective effect against the conversion of the preleukemic clone into B-ALL, therefore conflicting with the “delayed infection” hypothesis for this specific molecular subtype of B-ALL, and instead supporting Kinlen’s “population mixing” explanation for the epidemiological findings. In this way, our results reinforce the notion of etiologic variation in childhood B-ALL development and the existence of a specific “gene/environment” interaction (i.e., infection) triggering B-ALL development.

Unexpectedly, our data also show that B-ALL development falls into the category of cancers associated with a dysregulation of the molecular mechanisms of innate immunity, which plays a central role in the clonal evolution of pre-malignant B-cell precursors toward B-ALL as a result of immune stress. The molecular landscape characterization of innate immune regulators that promote the initiation of B-ALL has allowed us the identification of *Myd88* as one key player in this process. Indeed, a preleukemic B-cell-dependent role was evidenced by an increase in B-ALL incidence upon *Myd88* downregulation in the leukemia-prone *Pax5*^*+/−*^ model (Fig. 7). The downregulation of Myd88 was shown to function in preleukemic B-cells by upregulating the expression of genes involved in interferon-α response, TNFα signaling via NFκB and interferon-γ response and activation of signaling effectors (for example, Notch, apoptosis and IL2-STAT5 signaling) associated with cell proliferation and survival. This inflammation-dependent role for *Myd88* in triggering B-ALL within preleukemic B-cells has also been shown for other TLRs in cancer^27^. The characterization of the innate immunity signaling within preleukemic precursor B cells showed that all *Pax5*^*+/−*^ preleukemic cells are not identical (Fig. 6). As proposed, this variability in the expression of Myd88 under immune stress could provide a means for preleukemic cells to adapt their behavior to the environmental conditions and take advantage of potential fluctuations in the immune proficiency of the organism under stress conditions^2^. We speculate that such adaptation to new conditions might in turn lead to a rewiring of preleukemic cells themselves, which might affect immune molecules (such as TLRs and other immunomodulatory molecules), favouring the acquisition of second hits. Indeed, this preleukemic heterogeneity could contribute to the variable disease risks across susceptible children.

**Fig. 7:**
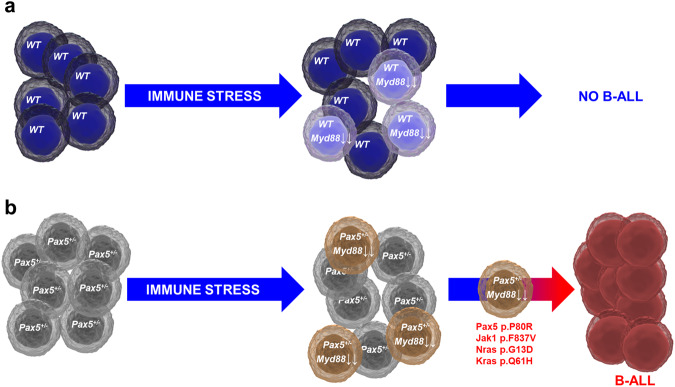
Suppression of innate immune signaling by immune stress triggers leukemia development from *Pax5*^*+/−*^ preleukemic precursors. Immune stress (e.g. infection exposure, antibiotic treatment, etc.) can affect both healthy (**a**) and *Pax5*^*+/−*^ preleukemic carriers (**b**) alike, and in both of them it can elicit a partial downregulation of *Myd88* expression in individual B cell progenitors. However, only in *Pax5*^*+/−*^ preleukemic progenitors will this downregulation interfere with innate immune signaling in a way that allows the appearance of secondary mutations leading to the development of a full-blown leukemia. The incidence of B-ALL is directly proportional to the percentage of *Pax5*^*+/−*^ preleukemic cells having a downregulation of *Myd88* expression.

The initial steps of B-ALL development in children pass usually undetected and, when the disease becomes evident at diagnosis, the delineation of the consecutive genetic events progressively leading to the leukemia is complicated by the accumulation of many oncogenic driver and passenger mutations. Therefore, key to the identification of the driver role of innate immunity dysregulation is the study of leukemia cells while they are appearing, in order to understand the sequential events initiating infection-driven B-ALL. This approach has allowed us to identify previously unknown molecular mechanisms taking place in the still unnoticed stages of human B-cell leukemogenesis, thus opening new opportunities for the development of effective strategies for the early detection and prevention of childhood B-ALL. Collectively, these data raise the possibility that innate immunity boosting might represent a viable strategy for risk reduction or prevention in childhood-related B-ALL; early innate immune response induction by Myd88-independent Toll-like receptor ligation during the preleukemic phase in *Pax5*^*+/−*^ mice resulted in significant delay of B-ALL development under oncogenic environmental conditions, supporting the view that immune modulation during the preleukemic stage can significantly alter progression to B-ALL. TLR signaling induction produces disparate effects depending on the genetic subtype of childhood B-ALL and the experimental approach used. While early innate immune response induction by TLR ligation could reduce leukemia penetrance in the *Eμ-RET* and *E2A–PBX1* transgenic mouse models^38^, ex vivo Toll-like receptor signaling induction by exposure to lipopolysaccharide triggers transformation of *ETV6–RUNX1*^+^ precursor B cells^39^. Our results also suggest that the elimination of these rewired preleukemic cells, or protection against this environmental adaption, might help curtail or prevent leukemic development in genetically predisposed carriers more effectively than strategies based on general immune training. Likewise, immune training by early exposure to infection does not prevent *Pax5*^*+/−*^ preleukemic carriers against B-ALL. Overall, these findings have important implications for the understanding and potential therapeutic targeting of the preleukemic state in children.

## Methods

### Data reporting

Sample sizes were determined on the basis of the literature describing mouse modeling of natural infection-driven leukemia^3–5,13,25^ and were justified by power calculations estimating 90% power to detect differential leukemia incidence. The experiments were not randomized and the investigators were not blinded to allocation during experiments and outcome assessment.

### Mouse model for natural immune stress-driven leukemia

*Pax5*^*+/−*^*, Sca1-ETV6-RUNX1, Sca1-Lmo2 and Sca1-BCR-ABLp190* mice have been previously described^4,14,15,40^. The *Sca1-ETV6-RUNX1* construct was generated by placing the human *ETV6-RUNX1* cDNA under the control of the stem‐cell‐specific *Sca1* promoter, as has been previously described^4^. *Pax5*^*+/−*^ mice were crossed with *Myd88*^*+/−*^ mice (*B6.129P2(SJL)-Myd88<tm1.1Defr*>*/J*)^41^ to generate *Pax5*^*+/−*^*;Myd88*^*+/−*^ mice. These *Pax5*^*+/−*^*;Myd88*^*+/−*^ mice were bred and maintained in the SPF area of the animal house until the moment when they were exposed to conventional pathogens present in non-SPF animal facilities, as previously described^3^. All mouse experiments were performed following the applicable Spanish and European legal regulations, and had been previously authorized by the pertinent institutional committees of both University of Salamanca and Spanish Research Council (CSIC). *Pax5*^*+/−*^*(*age of these mice range from 1 month-old until disease development*), Sca1-ETV6-RUNX1* (2 month-old mice were used in the study)*, Sca1-Lmo2* (2 month-old mice were used in the study)*, Sca1-BCR-ABLp190* (2 month-old mice were used in the study)*, and Pax5*^*+/−*^*;Myd88*^*+/−*^ mice (age of these mice range from 1 month-old until disease development) of a mixed C57BL/6×CBA background were used in this study. For the experiments, *Pax5*^*+/−*^*, Sca1-ETV6-RUNX1, Sca1-Lmo2 and Sca1-BCR-ABLp190, and Pax5*^*+/−*^*;Myd88*^*+/−*^ of the same litter were used. Both male and female mice were used in all the studies with the exception of the microbiome analysis in which only female mice were included in the study in order to avoid gender biases in microbiome results. Housing environmental conditions included a temperature of 21 °C ± 2°, humidity of 55% ±10%, and a 12 h∶12 h light: dark cycle. Mice had access to food and water *ad libitum*. During housing, animals were monitored daily for health status. When required, SPF-housed two months old WT or Pax5^+/−^ mice were i.p. injected with PBS or 35 mg LPS corresponding to 35 EU (Escherichia coli 0111:B4, LPS-EB Ultrapure, Invivogen). When the animals showed evidence of illness, they were humanely killed, and the main organs were extracted by standard dissection. The maximal tumor size/burden approved by the institutional committees has not been exceeded in any mice included in the experiments. All major organs were macroscopically inspected under the stereo microscope, and then representative samples of tissue were cut from the freshly dissected organs, and were immediately fixed. Differences in Kaplan–Meier survival plots of transgenic and WT mice were analyzed using the log-rank (Mantel-Cox) test. Statistical analyses were performed by using GraphPad Prism v5.01 (GraphPad Software).

### Antibiotic treatment

Mice were treated with an antibiotic regimen as described^42^. Groups of mice were given a cocktail of antibiotics (ampicillin, 1 g/L, Ratiopharm; vancomycin, 500 mg/L, Cell Pharm; ciprofloxacin, 200 mg/L, Bayer Vital; imipenem, 250 mg/L, MSD; metronidazole, 1 g/L, Fresenius) added to their drinking water *ad libitum* for a period of eight weeks.

### poly(I:C) treatment

*Pax5*^*+/−*^ and WT mice were born in SPF conditions and were maintained there until they reached 1 month of age. At that time, 31 *Pax5*^*+/−*^ and 14 WT mice were transferred to a conventional facility (CF) and administered the first dose of poly(I:C) (intravenous injection of 200 μg/mouse). As a control group, 35 *Pax5*^*+/−*^ and 24 WT mice were transferred to CF and maintained under the same conditions without poly(I:C) administration. 4 weeks later, the second dose of poly(I:C) was administered to the previously treated animals. Mice were monitored periodically. The endpoint was established at 2 years of age (22–24 months) or when the mice showed signs of disease (clinical signs or presence of blasts in peripheral blood). SPF: specific pathogen-free facility; CF: conventional facility, where the mice area exposed to common infections.

### FACS analysis

Nucleated cells were obtained from total mouse bone marrow (flushing from the long bones), peripheral blood, thymus, or spleen. Contaminating red blood cells were lysed with red cell lysis buffer (RCLB) and the remaining cells were washed in PBS with 1% FCS. After staining, all cells were washed once in PBS and were resuspended in PBS with 1% FCS containing 10 µg/mL propidium iodide (PI) to excluded dead cells from both analyses and sorting procedures. The samples and the data were acquired in an AccuriC6 Flow Cytometer and analyzed using Flow Jo software. Specific fluorescence of FITC, PE, PI, and APC excited at 488 nm (0.4 W) and 633 nm (30 mW), respectively, as well as known forward and orthogonal light scattering properties of mouse cells were used to establish gates. Nonspecific antibody binding was suppressed by preincubation of cells with CD16/CD32 Fc-block solution (BD Biosciences). For each analysis, a total of at least 50,000 viable (PI-) cells were assessed. The gating strategy is exemplified in Supplementary Fig. S30.

The following antibodies were used for flow cytometry: anti-B220 (RA3-6B2, cat. 103212), CD4 (RM4-5, 1:250, cat. 100516), CD8a (53-6.7, 1:250, cat. 100708), CD11b/Mac1 (M1/70, 1:200, cat. 553310), CD19 (1D3, cat. 152404), CD117/c-Kit (2B8, 1:200, cat. 105807), Ly-6G/Gr1 (RB6-8C5; cat. 108412), IgM (R6-60.2, cat. 406509) and CD25 (PC61, cat. 553866) antibodies. All antibodies were purchased from BioLegend and used at a 1:100 dilutions unless otherwise indicated.

### Histology

Animals were humanely euthanized by cervical dislocation; tissue samples were formalin-fixed and embedded in paraffin. Pathology assessment was performed on hematoxylin-eosin stained sections under the supervision of Dr. Oscar Blanco, an expert pathologist at the Salamanca University Hospital.

### V(D)J recombination

V(D)J recombination analysis was carried out as previously described^43^. Immunoglobulin rearrangements were amplified by PCR using the primers below. Cycling conditions consisted of an initial heat-activation at 95 °C followed by 31–37 cycles of denaturation for 1 min at 95 °C, annealing for 1 min at 65 °C, and elongation for 1 min 45 s at 72 °C. This was followed by a final elongation for 10 min at 72 °C. To determine the DNA sequences of individual V(D)J rearrangements, the PCR fragments were isolated from the agarose gel and cloned into the pGEM-Teasy vector (Promega); the DNA inserts of at least ten clones corresponding to the same PCR fragment were then sequenced. The primer pairsused are listed in Table 1.

**Table 1:** Primers used for V(D)J recombination

V_H_J558	forward	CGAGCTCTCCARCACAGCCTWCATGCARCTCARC
	reverse	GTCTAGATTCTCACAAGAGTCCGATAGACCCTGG
V_H_7183	forward	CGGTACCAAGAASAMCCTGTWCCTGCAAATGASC
	reverse	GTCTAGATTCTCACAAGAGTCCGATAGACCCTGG
V_H_Q52	forward	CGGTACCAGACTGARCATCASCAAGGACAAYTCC
	reverse	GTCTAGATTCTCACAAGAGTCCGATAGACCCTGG
V_H_Gam3.8	forward	CAAGGGACGGTTTGCCTTCTCTTTGGAA
	reverse	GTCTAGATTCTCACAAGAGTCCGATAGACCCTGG
V_H_3609	forward	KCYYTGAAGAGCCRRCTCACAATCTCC
	reverse	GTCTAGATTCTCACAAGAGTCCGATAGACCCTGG
DH	forward	TTCAAAGCACAATGCCTGGCT
	reverse	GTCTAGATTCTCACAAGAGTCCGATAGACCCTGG
Cμ	forward	TGGCCATGGGCTGCCTAGCCCGGGACTT
	reverse	GCCTGACTGAGCTCACACAAGGAGGA

M:A or C; S:C or G; R:A or G; W:A or T.

### 16S rRNA sequencing and analysis

#### DNA extraction

Fresh fecal samples were collected from each mouse (*WT* or *Pax5*^*+/−*^ mice) at defined time points. Fecal DNA was isolated using QIAamp DNA Stool Mini Kit (Qiagen_Cat. No. 51604), following the stool pathogen detection protocol. DNA was extracted following the manufacturer’s instructions with a modification: heating step in ASL buffer at 95 °C and eluting the DNA in 100 μl ATE buffer. Quantity of DNA was done by Picogreen (Invitrogen, cat.#P7589) method using Victor 3 fluorometry. After performing quality control, qualified samples proceed to library construction.

#### Targeted 16S V4 region sequencing

We targeted and amplified the V3-V4 region of the 16S rRNA gene by PCR using barcoded primers. Library construction was done by Macrogen (https://www.macrogen-europe.com/) using the Library Kit Herculase II Fusion DNA Polymerase Nextera XT Index Kit V2. To verify the size of PCR-enriched fragments, we checked the template size distribution by running on an Agilent Technologies 2100 Bioanalyzer using a DNA 1000 chip. V3-V4 paired-end sequencing was performed using an Illumina MiSeq (La Jolla, CA) according to the manufacturer’s protocols. The base calls (BCL) binary generated by the Illumina sequencer was converted into FASTQ files utilizing the Illumina package cl2fastq.

#### Sequencing data processing and statistical analysis

Microbiome bioinformatics were performed with QIIME 2 2019.10^44^. Raw sequence data were demultiplexed and quality filtered using the q2‐demux plugin followed by denoising with DADA2^45^ (via q2‐dada2). All amplicon sequence variants (ASVs) were aligned with mafft^46^ (via q2‐alignment) and used to construct a phylogeny with fasttree2^47^ (via q2‐phylogeny). Alpha‐diversity metrics (observed features and Faith’s Phylogenetic Diversity^48^), beta diversity metrics (weighted UniFrac^49^, unweighted UniFrac^50^, Jaccard distance, and Bray‐Curtis dissimilarity^51^), and Principle Coordinate Analysis (PCoA) were estimated using q2‐diversity after samples were rarefied (subsampled without replacement) to 80992 sequences per sample. Taxonomy was assigned to ASVs using the q2‐feature‐classifier^52^ classify‐sklearn naïve Bayes taxonomy classifier against the SILVA 132 99% OTUs reference sequences^53^. For the comparative analysis of the taxonomy of the different groups, the feature table was filtered to keep features with a minimum frequency of 10 and present in at least 10 samples. The comparative analysis was determined using Linear Discriminant Analysis (LDA) Effect Size (LEfSe)^54^.

### Mouse toll-like receptor signaling pathway PCR array

RNA from sorted BM precursor B (B220low IgM−) cells of *wild type*, and *Pax5*^*+/−*^ was extracted with the TRIzol reagent (Invitrogen), and the cDNAs prepared with the RT2 First Strand kit (Qiagen) were preamplified using the RT² HT First Strand Kit cDNA cell cycle synthesis kit (Qiagen). The expression of TLR genes and their signaling pathways was analyzed in samples using the mouse RT² Profiler PCR Array (Qiagen). The PCR array DataanalysisV4web (Qiagen) source was used to calculate the threshold cycle (ΔCt) values and to obtain ΔCt values normalized to those of housekeeping genes. To determine the differences in relative expression between B cell populations, comparative analyses were performed (2–ΔΔCt) using the PCR Array Data Analysis Software (Qiagen).

### Real-time PCR quantification (Q-PCR) of *Myd88*

Expression of *Myd88* was analyzed by Q-PCR in preleukemic samples (sorted BM precursor B (B220^low^ IgM^-^) cells of wild-type (*n* = 3), Pax5^+/−^(*n* = 3) and *Sca1-ETV6-RUNX1* (*n* = 5) and *Pax5*^*+/−*^ (*n* = 3) and *Sca1-ETV6-RUNX1* (*n* = 5) mice treated with Abx for 8 weeks as well as in leukemic samples (leukemic cells from Pax5^+/−^ mice treated with Abx for 8 weeks (*n* = 3) and leukemic cells from Myd88^+/−^;Pax5^+/−^ mice (*n* = 3)). All of them exposed to infections (in mice housed in conventional facility). cDNA for use in quantitative PCR studies was synthesized using reverse transcriptase (SuperScript VILO^TM^ cDNA Synthesis Kit; Invitrogen). Real-time PCR reactions were performed in an Eppendorf MasterCycler Realplex machine. Assays used for quantitative PCR are commercially available from IDT (Integrated DNA Technologies): Myd88 (Assay ID: Mm.PT.58.8716051.gs) and GAPDH (Assay ID: Mm.PT.39a.1). In addition, the probes were designed so that genomic DNA would not be detected during the PCR. Measurement of GAPDH gene product expression was used as an endogenous control. Total bone marrow from Myd88^−/−^ mice were used as negative control. All samples were run in triplicate. The comparative CT Method (ΔΔCt) was used to calculate relative expression of the transcript of interest and a positive control. The change in threshold cycle (ΔCt) of each sample was calculated as the Ct value of the tested gene (target) minus the Ct value of GAPDH (endogenous control). The ΔΔCt of each sample was obtained by subtracting the ΔCt value of the reference from the ΔCt value of the sample. The ΔCt reference value used was the ΔCt obtained from the total spleen of wild-type immunized mice. The fold change in each group, calculated as 2-ΔΔCt sample, was compared.

### Quantification of serum cytokine levels

Serum cytokine levels were analyzed using the Cytometric Bead Array (CBA) immunoassay systems (BD Biosciences), which assesses simultaneously IL6, IL10, MCP1, IFNg, TNFa e IL12p70 (CBA Inflammation Kit) and IL-2, IL-4, IL-6, IL-10, IL-17A, TNF alpha and IFN gamma in serum from the mice (Mouse Th1 Th2 Th17 Cytokine Kit #560,485; BDB). Briefly, 50 μL of the serum was incubated for 2 h at room temperature with 50 μL of anticytokine MAb-coated beads and 50 μL of the appropriate PE-conjugated anticytokine antibody detector. After this incubation period, samples were washed once (5 min at 200 g) to remove the excess of detector antibodies. Immediately afterward, data acquisition was performed on a FACSCanto II flow cytometer (BDB) using the FACSDiva software program (BDB). During acquisition, information was stored for 3,000 events corresponding to each bead population analyzed per sample (total number of beads >9000). For data analysis, FCAP Array Software v3.0 program (BDB) was used.

### Preleukemic pro-B cell culture

Pro-B cells were obtained from the BM of 2–3 weeks old WT, *Pax5*^*+/−*^, and *Pax5*^*+/−*^*;Myd88*^*+/−*^ mice, respectively. B cells were isolated from the BM via positive MACS separation for B220. Cells were cultivated in special pro-B-cell medium (IMDM medium + l-glutamine + HEPES, 2% FCS, 1 mM penicillin–streptomycin, 0.03% Primaton, 50 µM beta-mercaptoethanol, 2 µg/ml cyproxin) supplemented with 5 ng/ml murine recombinant IL7 on ST2-feeder cells.

### Microarray data analysis

Total RNA was isolated in two steps using TRIzol (Life Technologies) followed by RNeasy Mini-Kit (Qiagen) purification, following the manufacturer’s RNA Clean-up Protocol with the optional On-Column DNase treatment. The integrity and the quality of the RNA were verified by electrophoresis, and its concentration was measured. Samples were analyzed using Applied Biosystems Transcriptome Analysis Console (TAC) software v4.0.1 with the following parameters: (i) Analysis Version: version 1, (ii) Summarization Method: Gene Level—RMA, (iii) Genome Version: mm10 (Mus musculus) and (iv) Annotation: MoGene-1_0-st-v1.na36.mm10.transcript.csv. Differentially expressed genes were evaluated by specific statistical criteria (*p*-value < 0.05 and absolute fold change >2). Gene Set Enrichment Analyses were performed using GSEAv4.3.2^55–57^, hallmark collection of gene sets^55^, murine B cell developmental stages gene sets^58^, and Pax5-regulated gene sets^59,60^. Gene expression signatures that are specifically upregulated or downregulated in human B-ALL^28–31^ were also tested for enrichment within tumor specimens using GSEA, the list of gene sets is included in Supplementary Data 11.

### Whole-genome sequencing

Tumor DNA was derived from the BM where the percentage of blast cells was higher than 80% in each B-ALL and germline control DNA was obtained from the tail when the mice were 4-week old. Genomic DNA libraries were prepared from sheared DNA with the HyperPrep Library Preparation Kit (Roche PN 07962363001). Paired-end 150 cycle sequencing was performed on a NovaSeq 6000 (Illumina). Illumina paired-end reads were preprocessed and were mapped to the mouse reference genome (mm10) with BWA^61^. We used an ensemble approach to call somatic mutations (SNV/indels) with multiple published tools, including Mutect2^62^, SomaticSniper^63^, VarScan2^64^, MuSE^65^, and Strelka2^66^. The consensus calls by at least two callers were considered as confident mutations. The consensus call sets were further manually reviewed for the read depth, mapping quality, and strand bias to remove additional artifacts. Somatic copy-number alternations were determined by CNVkit^67^. For somatic structural variants (SV), four SV callers were implemented in the workflow for SV calling, including Delly^68^, Lumpy^69^, Manta^70^, and Gridss^71^. The SV calls passing the default quality filters of each caller were merged using SURVIVOR^72^ and genotyped by SVtyper^73^. The intersected call sets were manually reviewed for the supporting soft-clipped and discordant read counts at both ends of a putative SV site using IGV.

### Sanger sequencing

Mutations were validated using Sanger sequencing on a 3130 Genetic Analyzer (Applied Biosystems). The following primer pairs were used: mJak3, *forward*: CGGGATGTGGGGCTTTAACT, *reverse:* GCAGACACGGGGTATAGTGG; mJak1 *forward*: CCAGACAGCCAGGAGAACAG, *reverse:* CGTCTGCATAGTACCCACCC; mPax5 *forward:* CTCGTACATGCACGGAGACA, *reverse:* GGACCCTTCAGTACACCAGC.

### Statistical analysis

Statistical analyses were performed using GraphPad Prism v5.01 (GraphPad Software). Statistical significance was calculated by two-tailed unpaired *t* test, paired *t* test, Mann–Whitney test or Kruskal–Wallis test. Data normality was tested using the D’Agostino and Pearson test (alpha level = 0.05). Survival analyses were performed using the log-rank/Mantel–Cox test. Two-side Fisher exact test was used to compare leukemia incidence. *P* values are depicted on the figures only for significant differences. According to power analysis calculations, assuming the development of leukemia as the experimental endpoint, and an expected proportion of 0.23 B-ALL-positive untreated animals at 20 months of age, a sample size of 34 in each group has a 73% power to detect a decrease in the incidence of the disease to a proportion of 0.03 B-ALL-positive mice in polyI:C-treated animals, with a significance level (alpha) of 0.05.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

### Source data

Source Data

## Data Availability

Authors can confirm that all relevant data are included in the paper and/or its supplementary information files. All data reported in this article are deposited in the NCBI’s Gene Expression Omnibus (GEO)^74^, available under the GEO Series accession number GSE221597 and to NCBI’s Sequence Read Archive (SRA) under the BioProject accession number PRJNA912234. The remaining data are available within the Article, Supplementary Information or Source Data file. Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

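Gene expression was measured on 32 Affymetrix mouse gene arrays in 7 groups. The leukemia experiment has 6 leukemic bone marrow samples of *Pax5*+/-*;Myd88*+/- mice, 6 of *Pax5*+/- mice and 4 samples of sorted WT proB and preB cells. The proB experiment has 4 cultures each of WT, *Pax5*+/-, *Pax5*+/-*;Myd88*+/- and *Pax5*+/-*;Myd88*-/- genotype. The groups and replicate numbers come from the sample labels, which describe every array as a biological replicate. The authors made the deposited values with Transcriptome Analysis Console 4.0.1: gene-level RMA, which corrects background, normalizes quantiles across arrays and summarizes probes by median polish, on genome mm10. The deposited unit is log2, rounded to 2 decimals, and it is not stated whether all 32 arrays were normalized together. The array medians lay between 6.88 and 7.03, and replicates of a group correlated at 0.9666 or more.

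All 28944 probesets were tested, with no filter on dim ones. Of these, 21789 name 1 gene in the platform's annotation, 1621 name several and 5534 none. Of those without a single gene there, 357 take their name from the paper's supplementary tables and are in no gene list. A gene with several probesets was represented by the one with the highest mean over all arrays, which gave 19938 genes. The tests used limma 3.58.1 in R 4.3.3 (linear model per probeset, empirical Bayes, Benjamini-Hochberg adjustment over all probesets), fitted to each experiment's groups together. A probeset was called at an adjusted p under 0.05 and an absolute log2 fold change over 1. Counts at the study's thresholds used the unadjusted p under 0.05 and the same fold change of 2. *Myd88* was tested in addition by exact permutation of the group labels, 2-sided.

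Gene lists were tested by camera with a preset correlation of 0.01, 1 probeset per gene, and adjusted over the 39 lists of a comparison. Estimated correlation, fry and fgsea 1.28.0 were alternatives. Lists of human B-ALL genes are those of Supplementary Data 11, matched to mouse genes by symbol or unique synonym. The other lists, of signaling pathways, B-cell stages, Pax5 targets, malignancy, other cell types and RNA classes, were written from general knowledge and are not the collections that the study used. When the lists and rules were written, the values in Supplementary Data 5, 6 and 8–10 and Fig. 5 had been seen. After the values were seen, the class of histone genes was extended to current symbols and list members were matched also through unique synonyms. In simulated data with 100 probesets changed by 1.5 on the log2 scale, 87 or more were called in every comparison, with at most 2 false calls.

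Named genes follow a rule: for each comparison, the 6 called probesets with the largest rise and the 6 with the largest fall that name 1 gene, whose groups do not overlap and which are not small RNA, mitochondrial, histone, immunoglobulin, T-cell receptor or unnamed transcripts. To these come the 2 called members of each list with the largest change, every gene the paper names, *Xist* and the Y-linked genes. From these the text names those that bear on a claim.

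The alternatives were all arrays in 1 fit, only the groups compared, centring on the array median, quantile normalization again without small RNA, mitochondrial, histone and unnamed probesets, a filter at a mean of 6, the replicate number as a block, limma-trend, array weights, the methods' t-test, other list tests, and each array left out in turn. Added after the values were seen were fits without probesets that differ by over 1 log2 unit between cultured and sorted WT cells and without X- and Y-linked probesets. The estimation of array weights stopped before its tolerance was reached in some fits, so results under array weights are less certain. Probesets that name several genes or none count in the totals and are not named. Data other than these arrays were not analysed here.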

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

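The tests of explanations in this part (array or RNA batch, *Myd88* genotype, sex, linked strain segments, dose of *Myd88*, share of B-lineage cells) were all chosen after the result was seen.

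Between the leukemias of *Pax5*+/-*;Myd88*+/- and *Pax5*+/- mice 1107 probesets differed, and 2209 and 1286 differed between these leukemias and sorted WT cells. The 1107 did not recur as a set in the cultures. Between *Pax5*+/-*;Myd88*+/- and *Pax5*+/- proB cells 45.3% of them differed in the same direction, against 51.4% of all probesets. This cannot decide on an effect of the *Myd88* genotype in the leukemias, which stays open. The proB comparison is also between sexes, and the genotype difference was not the same in leukemias and cultures for 1318 probesets. A batch of arrays or RNA may lie behind part of the differences: 92% of the 1107 (70.4% of all probesets) went the same way between cultured and sorted WT cells, and so did at least 96.9% and 85.1% of the probesets called against sorted WT cells (at most 77.8% and 57.2% of all probesets), over 6 divisions of the sorted arrays. Culture and sorting also differ between those WT cells, so a batch and a difference in the state of the cells both stay open. In a principal component analysis of all arrays, component 1 (43.1% of the variance) set *Pax5*+/- leukemias (47.3 to 66.8) beside sorted WT cells (59.2 to 65.9). *Pax5*+/-*;Myd88*+/- leukemias (-20.1 to 15.9) lay between these and the cultures (-44.8 to -31.8). Component 2 (14.8%) set both leukemia groups (4.8 to 37.1) apart from sorted WT cells (-58.6 to -50.3). The groups also differ in sex. *Xist* averaged 12.32 ± 0.10 (mean ± SD) in sorted WT cells, 6.26 ± 1.70 in *Pax5*+/- and 9.16 ± 3.84 in *Pax5*+/-*;Myd88*+/- leukemias. Sex and the stage or clone of the leukemias were not tested for these comparisons and stay open too.

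Between *Pax5*+/-*;Myd88*+/- and *Pax5*+/- proB cells 235 probesets were called, and by *Xist* and Y-linked genes the *Pax5*+/-*;Myd88*+/- and *Pax5*+/-*;Myd88*-/- cultures are female and the *Pax5*+/- cultures male. Neither sex nor a graded effect of the *Myd88* dose can be the whole explanation, because 29.1% to 32.6% of the probesets called with 2 of the *Pax5*+/-*;Myd88*+/- arrays were called back between *Pax5*+/-*;Myd88*-/- cells and the other 2, which are of the same sex. Of the probesets called against 2 of the *Pax5*+/- arrays, 79.4% to 83.8% went the same way in *Pax5*+/-*;Myd88*-/- cells against the other 2 (43.3% to 50.4% by more than 1 log2 unit), and for these sex and dose cannot be told apart, since *Pax5*+/-*;Myd88*-/- and *Pax5*+/-*;Myd88*+/- cells differ from *Pax5*+/- cells in both. Segments of another mouse strain carried with the targeted allele stay open: 54 of the 158 called autosomal genes have another called gene within 1 Mb, against a median of 35 in 10000 random sets, of which the 95% range ends at 49 and the highest reached 63, and *Pax5*+/-*;Myd88*-/- against *Pax5*+/- cells also passed their limit (80, limit 74), while *Pax5*+/-*;Myd88*+/- against WT (57, limit 61), *Pax5*+/-*;Myd88*-/- against *Pax5*+/-*;Myd88*+/- (44, limit 51) and *Pax5*+/- against WT cells (49, limit 68) did not. These counts cover all autosomes and not the distance to *Myd88*, which was not tested. They cannot tell segments carried with the targeted allele from other clusters of called genes. Of the 173 called genes 8.67% lie on the X or Y chromosome (3.77% of all genes), and litter, age and culture of the mice were not tested and stay open.

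In the *Pax5*+/- leukemias, markers of megakaryocytes and platelets, stromal cells, monocytes and granulocytes were higher than in sorted WT cells by camera (2.37e-05, 4.32e-08, 0.00193 and 0.0474, and adjusted p = 0.467, 0.376, 0.713 and 0.813 with an estimated correlation). A lower share of B-lineage cells would raise the markers of every other cell type, and 2 lists were lower by camera, of NK cells (adjusted p = 2.29e-12, adjusted p = 0.118 with an estimated correlation) and erythroid cells (adjusted p = 0.028, adjusted p = 0.713 with an estimated correlation, and 0.0552 without *Pax5*+/- leukemia replicate 1). The fall of 9 of 13 NK-cell genes argues against it as the whole explanation, and the erythroid list alone would not. The titles of the paper's supplementary tables name B220-positive cells of the leukemic marrow, a selection that would leave few of the other cells, and the data do not tell whether it was made. A change in the mix of the other cells, the sorting of both kinds of samples and the biology of the leukemias stay open and were not tested.

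A sample lay far from the others of its group, by Dixon's ratio of gap to range, in 22 of 332 pairs of a gene and a group, where chance gives about 1 in 20, or 16.6. In *Pax5*+/-*;Myd88*+/- leukemias these were *Lgr5* at 7.27 (others 5.46 to 5.63), *Otub2* at 7.46 (6.24 to 6.45) and *Snord61* at 12.40 (11.06 to 11.53) in replicate 6, *Ms4a1* at 7.67 (5.12 to 5.39) and *Srm* at 9.43 (10.10 to 10.45) in replicate 2, *Ncr1* at 6.34 (5.05 to 5.45), *Nras* at 9.83 (10.01 to 10.07) and *Mmp9* at 9.65 (7.45 to 8.23) in replicate 4, and *Rrm2* at 10.68 (9.38 to 9.83) and *Socs1* at 7.58 (7.71 to 7.78) in replicate 3. In *Pax5*+/- leukemias they were *Snord58b* at 6.70 (5.64 to 5.70), *Xist* at 9.72 (5.44 to 5.74), *Kdm5d* at 5.05 (8.59 to 8.97) and *Jak1* at 11.27 (10.97 to 11.08) in replicate 1, *Pax5* at 7.69 (10.98 to 12.29) in replicate 2, and *Rnase12* at 10.67 (12.29 to 12.54) and *Lgr5* at 8.81 (5.51 to 5.65) in replicate 6. In WT proB and preB cells it was *Kit* at 7.46 (8.00 to 8.02) in replicate 4. In the cultures they were *Frmd4b* at 6.04 (6.29 to 6.32) in WT replicate 2, *Bst1* at 6.99 (7.27 to 7.32) in *Pax5*+/- replicate 1, and *Myd88* at 7.04 (7.38 to 7.44) and *Ifitm3* at 10.21 (10.58 to 10.62) in *Pax5*+/-*;Myd88*-/- replicate 3.

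The difference between *Pax5*+/-*;Myd88*+/- and *Pax5*+/- samples was itself different in leukemias and proB cultures, by an interaction term in limma, for 4 of the 7 genes looked at here and for 1318 probesets overall. *Myd88* fell by 0.66 more in the leukemias (-1.30 and -0.63, adjusted p = 0.0212). *Dntt* went up in the leukemias and down in the cultures (2.51 and -2.31, difference 4.82, adjusted p = 0.00055). *Tirap* read -0.47 and -1.35 (difference 0.88, adjusted p = 0.0114) and the Y-linked *Kdm5d*, which follows the sex of the mice, -1.19 and -3.79 (difference 2.60, adjusted p = 0.0472).

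The paper does not report on the *Pax5*+/-*;Myd88*-/- cultures, in which 285 probesets were called against *Pax5*+/- and 233 against *Pax5*+/-*;Myd88*+/- cells. *Trgv1*, a T-cell receptor gamma segment, was 7.09 (log2) higher in them than in *Pax5*+/- cells.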

How the results depend on the processing

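Alternatives were set before the data were examined, except for the fits without probesets that differ between cultured and sorted WT cells and without X- and Y-linked probesets, which were chosen after seeing the data. *Myd88* kept its direction and its side of the threshold in 72 of 72 alternative fits and 72 of 72 fits without 1 array. The counts of probesets stayed within 1.5 times their value in 149 of 160 alternatives and in all 144 fits without 1 array. Without probesets that differ between cultured and sorted WT cells, 549 (614 at the study's thresholds) were called for *Pax5*+/-*;Myd88*+/- leukemias against WT, 406 (444) between the leukemias and 631 (715) for *Pax5*+/- leukemias against WT. Quantile normalization again without small RNA, mitochondrial, histone and unnamed probesets gave 624 (678) between the leukemias. The effects of renormalizing and of removing these probesets were not separated. All 32 arrays in 1 fit gave 181 for *Pax5*+/- against WT, 156 for *Pax5*+/-*;Myd88*+/- against *Pax5*+/- and 186 for *Pax5*+/-*;Myd88*+/- against WT proB cells. Of list results at the claims, 279 of 304 kept their side. For *Pax5*+/-*;Myd88*+/- leukemias against WT, Kohlmann's list passed with all arrays (0.0448), centring (0.0382), the replicate block (0.0282) and fry (0.000848, range over the alternatives to 0.346), and Linka's upregulated list with all arrays (0.0448), only the groups compared (0.0383), centring (0.0373) and all probesets kept (0.0156, range to 0.967). Fry also called Juric's lower (0.00027, range to 0.967) and Linka's lower list (0.00923, range to 0.991). The cell cycle list was lost with array weights (0.0528) and an estimated correlation (0.967, range from 0.00653), and MYC targets with the latter (0.927, range from 5.65e-11). For *Pax5*+/-*;Myd88*+/- against *Pax5*+/- proB cells, the interferon (0.45, range from 2.48e-09), TNF (0.428, from 4.34e-05) and feedback inhibitor lists (0.653, from 0.00207) were lost with an estimated correlation. Fry called the inflammatory (0.0394), Notch (0.0394), IL2-STAT5 (1.87e-05) and follicular (0.0442) lists, fgsea the inflammatory (0.0362), Notch (0.0362), IL2-STAT5 (0.00455) and apoptosis (0.0305) lists, and all probesets kept the interferon-γ list (0.0476), with other alternatives up to 0.97. For *Pax5*+/-*;Myd88*-/- against *Pax5*+/- cells all probesets kept called the interferon list (0.0261). For all these changes the cause was not tested. Without 1 array in turn the adjusted p ranged from 0.0354 (without *Pax5*+/-*;Myd88*+/- leukemia replicate 6) to 0.0924 for Kohlmann's list, from 0.047 (without *Pax5*+/-*;Myd88*+/- leukemia replicate 2) to 0.292 for Juric's lower list, from 0.0355 to 0.137 for Linka's upregulated list (past the threshold without *Pax5*+/-*;Myd88*+/- leukemia replicate 1 at 0.0428, 3 at 0.0355 or 6 at 0.0482, or WT replicate 4 at 0.0383), from 0.000131 to 0.0714 for cell cycle (lost without *Pax5*+/-*;Myd88*+/- leukemia replicate 2 at 0.0714 or 4 at 0.0625), from 0.039 (without *Pax5*+/-*;Myd88*+/- culture replicate 2) to 0.944 for the unfolded protein response, and from 0.000241 to 0.0761 for feedback inhibitors (lost without *Pax5*+/-*;Myd88*+/- culture replicate 4 at 0.0761 or *Pax5*+/- replicate 3 at 0.072). Of the single genes named, 1721 of 1748 alternative results kept their side, 26 were weaker and 1 stronger, and none reversed past the threshold. Single replicate numbers did not pair samples, with correlations of same-numbered arrays between -0.272 and 0.521. With the number as a block the called counts were 2230, 1123 and 1366 in the leukemia comparisons and between 234 and 334 in the cultures, *Kit* (1.27) no longer passed the test in *Pax5*+/-*;Myd88*+/- leukemias against WT, and platelet markers were lower between the leukemias (0.0314). Without X- and Y-linked probesets 219 were called for *Pax5*+/-*;Myd88*+/- against *Pax5*+/- cells.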

Differences from the paper's values

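For the enrichment score of Juric's list of genes higher in BCR-ABL B-ALL in the *Pax5*+/-*;Myd88*+/- leukemias, the value found here is 0.224 (fgsea on the moderated statistic), and the paper's is about 0.39 in Fig. 5a, read by eye. The cause of this difference was not tested. At the study's thresholds most counts in the settings chosen before the data were examined stood within 1.5 times the paper's. The exception was 678 between the leukemias, against the paper's 1385, under quantile normalization again without small RNA, mitochondrial, histone and unnamed probesets. Renormalizing and the removal of these probesets were not separated there. Without probesets that differ between cultured and sorted WT cells, a setting chosen after seeing the data, 614 remained for *Pax5*+/-*;Myd88*+/- leukemias against WT, also further from the paper's count than 1.5 times, and 444 between the leukemias. Of the 111 log2 fold changes of genes compared none was counted as differing. The probesets of the paper's tables that were compared changed in the same direction here. Their fold changes were not identical to the paper's. Between the leukemias the absolute difference had a median of 0.0915 and reached 1.28. For *Pax5*+/-*;Myd88*+/- leukemias against WT these values were 0.0552 and 0.905, and in the cultures the difference reached 0.323. The table for *Pax5*+/-*;Myd88*+/- leukemias against WT gave 1998 probesets, fewer than the paper counts.

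The paper states that proB cells of *Pax5*+/-*;Myd88*+/- mice had increased expression of genes of Notch, apoptosis and IL2-STAT5 signaling. That result rests on hallmark gene sets in GSEA, judged by a nominal p. The lists, the test and the adjustment used here are others, so the values here do not test that result itself. By camera the lists written here for these pathways gave adjusted p of 0.311, 0.517 and 0.311. Settings that call them are fgsea for all 3 (0.0362, 0.0305 and 0.00455) and fry for Notch (0.0394) and IL2-STAT5 (1.87e-05), while *Cd44*, *Cd48* and *Ccnd1* were called higher.

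The paper states an enrichment in genes of the pre-B and follicular stages. The lists used here were written for these stages and are not the sets of the study, so they do not test its result itself. They gave 0.922 and 0.379 by camera, and fry called the follicular list (0.0442).

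The paper names *Foxo1*, *Bst1* and *Bcar3* among Pax5-regulated genes whose number of changes grew with the loss of *Myd88*. Here *Foxo1* did not pass in *Pax5*+/-*;Myd88*+/- against *Pax5*+/- cells (0.30) or in *Pax5*+/-*;Myd88*+/- against WT cells (0.13, adjusted p = 0.564), and *Bcar3* and *Bst1* passed against *Pax5*+/- cells under the fold threshold, with *Bst1* called without *Pax5*+/-*;Myd88*+/- replicate 2 (1.04). *Slamf6* was called, and the Pax5-activated list held 1 called rise and 2 falls in both *Pax5*+/- and *Pax5*+/-*;Myd88*+/- cells against WT.

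For interferon-γ the paper states a raised response. It too rests on a hallmark set judged by a nominal p, and not on the list and adjustment used here. The list gave 0.438 here and 0.0476 with all probesets kept, and the interferon and TNF lists were higher (adjusted p = 0.45 and adjusted p = 0.428 with an estimated correlation).

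For feedback inhibitors the paper proposes that *Pax5*+/- cells failed to raise them. The list did not pass in *Pax5*+/- against WT cells (adjusted p = 0.973), and it was higher in *Pax5*+/-*;Myd88*+/- against *Pax5*+/- cells (adjusted p = 0.00323, adjusted p = 0.653 with an estimated correlation), with *Atf3* called. The list no longer passed without *Pax5*+/- replicate 3 (0.072) or *Pax5*+/-*;Myd88*+/- replicate 4 (0.0761). Of 35 splits of the arrays 6 gave the list a p as small, so that chance cannot be excluded for it.

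The paper reports a likeness of the mouse leukemias to lists of human B-ALL. By camera none of the 6 lists passed in the *Pax5*+/-*;Myd88*+/- leukemias against WT, while Kohlmann's (0.00193, adjusted p = 0.0976 with an estimated correlation) and Juric's higher list (0.0267, adjusted p = 0.396 with an estimated correlation, and 0.0697 without *Pax5*+/- leukemia replicate 5) were higher in the *Pax5*+/- leukemias against WT, also by fgsea (0.00121 and 0.000964). In the *Pax5*+/-*;Myd88*+/- leukemias Kohlmann's and both of Linka's lists and Juric's lower list passed under settings set before the data were examined: all arrays in 1 fit (0.0448 and 0.0448 for Kohlmann's and Linka's upregulated list), centring (0.0382 and 0.0373), the replicate block (0.0282, Kohlmann's), only the groups compared (0.0383) and all probesets kept (0.0156, both Linka's upregulated), and fry (0.000848, 0.00027 and 0.00923 for Kohlmann's, Juric's lower and Linka's lower list). Within the leukemias the paper sees no major differences, and 1107 probesets were called here. Without probesets that differ between cultured and sorted WT cells 406 were called. Quantile normalization again without small RNA, mitochondrial, histone and unnamed probesets gave 624, where renormalizing was not separated from the removal of probesets.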

Other observations

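Leukemias of *Pax5*+/- mice, compared with sorted WT proB and preB cells, showed the falls in B-cell genes seen above, with *Cd2* lower by 3.85 (log2, adjusted p = 8.31e-07) and *Cd72*, an inhibitory coreceptor, by 4.07 (adjusted p = 0.00073). *Reln* fell by 4.23 (SE 0.07) and *Sema6d* rose by 3.91. *Ppbp*, a platelet chemokine, rose by 6.21 (SE 0.95, adjusted p = 0.000279) from 6.03 ± 0.24 to 12.24 ± 0.81 (mean ± SD), *Sparc* by 4.23 and the complement gene *C1qb* of macrophages by 3.16, while the NK receptor gene *Ncr1* fell by 4.14 and *Alas2* of erythroid cells by 2.91. *Xist* fell by 6.06 (adjusted p = 0.0108), from 12.32 ± 0.10 to 6.26 ± 1.70, with replicate 1 the 1 leukemia of 6 that read high. The comparison is therefore also largely one between sexes. In all 1286 probesets were called, 789 higher and 497 lower, and 1440 at the study's thresholds. Of the lists 12 were higher: MYC targets (6.05e-19, adjusted p = 0.376 with an estimated correlation), ribosomal proteins (3.93e-13, 0.248), stromal markers (4.32e-08, 0.376), platelet markers (2.37e-05, 0.467), monocyte markers (0.00193, 0.713), granulocyte markers (0.0474, 0.813), the IL2-STAT5 (0.00223, 0.376), Notch (0.0267, 0.376), interferon (0.0338, 0.813) and interferon-γ lists (0.0259, 0.737), Kohlmann's list (0.00193, 0.0976) and Juric's higher list (0.0267, 0.396, and 0.0697 without *Pax5*+/- leukemia replicate 5), where each second value is the adjusted p with an estimated correlation. Lower were 5 lists, of NK cells (2.29e-12, adjusted p = 0.118 with an estimated correlation), pre-B genes (1.15e-05, 0.248), Pax5-activated genes (0.000161, 0.376), histones (0.0111, 0.713) and erythroid cells (0.028, 0.713, and 0.0552 without *Pax5*+/- leukemia replicate 1), in the same order of values.

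The *Pax5*+/-*;Myd88*-/- cultures went beyond *Pax5*+/-*;Myd88*+/- cells for some genes and not for others. *Pcdh11x*, a protocadherin gene of the X chromosome, rose by 4.68 over *Pax5*+/- cells (SE 0.07, adjusted p = 5.31e-17) and by 4.58 over *Pax5*+/-*;Myd88*+/- cells. *Trgv1* rose to 12.29 ± 0.07 (mean ± SD) from 5.20 ± 0.12 in *Pax5*+/- and 4.93 ± 0.12 in *Pax5*+/-*;Myd88*+/- cells. *Ly6e* rose by 1.98 (adjusted p = 1.63e-11) and *Cd44* by 2.88, *Tirap* fell by 1.63 (adjusted p = 3.27e-08), and *Slamf6* read -0.13 against *Pax5*+/- cells (adjusted p = 0.442) and fell by 3.69 against *Pax5*+/-*;Myd88*+/- cells. Of the 235 probesets called in *Pax5*+/-*;Myd88*+/- against *Pax5*+/- cells, 53 rises and 70 falls were also called in *Pax5*+/-*;Myd88*-/- against *Pax5*+/- cells, 4 were called further in that direction from *Pax5*+/-*;Myd88*+/- to *Pax5*+/-*;Myd88*-/- cells and 77 back. MYC targets (median 0.31, adjusted p = 4.07e-08) and ribosomal proteins (3.37e-11) were higher and histones lower (3.33e-06) against *Pax5*+/- cells, and none of them passed with an estimated correlation (0.911, 0.911 and 0.542). The interferon list had 5 called higher and 1 lower (adjusted p = 0.134).

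In *Pax5*+/- against WT proB cells *Pgr*, the progesterone receptor gene, rose by 3.92 (SE 0.10, adjusted p = 3.15e-13), the interleukin-18 receptor gene *Il18r1* by 3.35 (adjusted p = 4.92e-08), and *Alpl*, an alkaline phosphatase, fell by 3.73 (adjusted p = 8.20e-12), as did *Spib*, a B-cell transcription factor (-1.42, adjusted p = 5.06e-06). *Pgr* was back at 6.02 ± 0.15 in *Pax5*+/-*;Myd88*+/- cells against 6.01 ± 0.09 in WT. MYC targets were lower in *Pax5*+/- cells (0.00711, adjusted p = 0.986 with an estimated correlation), and not without *Pax5*+/- replicate 2 (0.0904) or 4 (0.282) or WT replicate 2 (0.437) or 4 (0.372). In *Pax5*+/-*;Myd88*+/- against WT cells the chemokine gene *Ccl3* rose by 4.52 (adjusted p = 7.56e-10), and the interferon (0.000507), TNF (0.000762) and feedback inhibitor (0.0121, 0.0872 without *Pax5*+/-*;Myd88*+/- replicate 4) lists were higher, at 0.753, 0.725 and 0.753 with an estimated correlation. Differences between *Pax5*+/-*;Myd88*+/- and WT cells are also differences between sexes. In *Pax5*+/-*;Myd88*+/- against *Pax5*+/- cells, fgsea also called markers of plasmacytoid dendritic cells higher (0.0362, 0.237 by camera) and Juric's higher list lower (0.00922, 0.311 by camera).

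Between the leukemias of *Pax5*+/-*;Myd88*+/- and *Pax5*+/- mice further lists were lower in some settings. Without 1 array, camera called the cell cycle list (0.0422 without *Pax5*+/-*;Myd88*+/- replicate 1, 0.00137 without *Pax5*+/-*;Myd88*+/- 3, 0.0387 without *Pax5*+/- 2, 0.0413 without *Pax5*+/- 3 and 0.035 without *Pax5*+/- 6), MYC targets (0.0237 without *Pax5*+/-*;Myd88*+/- 3 and 0.0387 without *Pax5*+/- 2), granulocyte markers (0.0221 without *Pax5*+/-*;Myd88*+/- 4, 0.0363 without *Pax5*+/- 1, 0.0413 without *Pax5*+/- 3 and 0.0213 without *Pax5*+/- 6) and the Toll-like receptor pathway (0.0482 without *Pax5*+/-*;Myd88*+/- 2, 0.0272 without *Pax5*+/-*;Myd88*+/- 4 and 0.0305 without *Pax5*+/- 6). On all arrays fry called the Notch (0.0038), IL2-STAT5, apoptosis (0.0158 each) and Toll-like receptor lists (0.0196), and Kohlmann's list at 0.0158.

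Comparisons that share controls are correlated by design, so they were set beside simulated groups with no change and beside divided controls. *Pax5*+/- and *Pax5*+/-*;Myd88*+/- cells against WT had a correlation of log2 changes across genes of 0.612 (simulated 0.5, 0.274 to 0.568 with divided controls) and a covariance of 0.0398 (simulated 0.00546, difference 0.0343), with 73 shared rises and 89 shared falls (1.05 and 0.749 if independent, 58 to 73 and 32 to 86 with divided controls). *Pax5*+/-*;Myd88*+/- and *Pax5*+/-*;Myd88*-/- cells against *Pax5*+/- had 0.482 (0.502, 0.093 to 0.537), a covariance of 0.0312 (0.00549, difference 0.0257), and 53 and 70 shared calls (0.581 and 0.551, 40 to 53 and 63 to 69). Leukemias of both genotypes against WT had 0.673 (0.603, 0.601 to 0.667), 0.205 (0.0224, difference 0.182), and 326 and 406 (26.3 and 21.4, 200 to 237 and 309 to 326). For *Pax5*+/-*;Myd88*+/- against *Pax5*+/- and *Pax5*+/- against WT, where the shared group enters with opposite signs, the correlation was -0.408 (-0.502, -0.344 to -0.116), the covariance -0.023 (-0.00549, difference -0.0175), and 86 probesets were called in opposite directions (1.29, 80 to 90). In 100 simulated draws no probeset was called in both comparisons by limma.

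Other splits of the arrays into groups of the same sizes were tested with a choice made beforehand for the counts and the number of lists, and the splits for single lists were chosen after the result was seen. Taking each array as an independent unit, chance could be excluded for every count of probesets. The real count and the highest of the other splits were 2209 and 774 for *Pax5*+/-*;Myd88*+/- leukemias against WT, 1107 and 436 between the leukemias, 1286 and 249 for *Pax5*+/- leukemias against WT (100 splits each), and in the cultures (35 splits each) 312 and 41 for *Pax5*+/- against WT, 235 and 36 for *Pax5*+/-*;Myd88*+/- against *Pax5*+/-, 333 and 32 for *Pax5*+/-*;Myd88*+/- against WT, 285 and 0 for *Pax5*+/-*;Myd88*-/- against *Pax5*+/- and 233 and 0 for *Pax5*+/-*;Myd88*-/- against *Pax5*+/-*;Myd88*+/- cells, where limma at the study's thresholds gave up to 88 and 48 in the other splits. At the study's thresholds the pairs were 2317 and 1188, 1192 and 656, 1440 and 787, 317 and 75, 241 and 51, 342 and 150, 286 and 88, and 236 and 48. For *Pax5*+/- against WT and *Pax5*+/-*;Myd88*+/- against *Pax5*+/- cells the other split with the most calls set replicates 1 and 3 of both genotypes against 2 and 4, and for *Pax5*+/-*;Myd88*+/- against WT it set *Pax5*+/-*;Myd88*+/- replicates 1 and 3 with WT replicates 2 and 4, which points to a structure of the arrays. Replicates 1 and 3 and replicates 2 and 4 were also the closest within WT (correlations 0.9982 and 0.9979, others 0.9906 to 0.9912) and *Pax5*+/- cells (0.9965 and 0.9976, others 0.9913 to 0.9951), and a block of this form was not fitted. Chance could not be excluded for the number of lists called: 8 for *Pax5*+/-*;Myd88*+/- leukemias against WT, reached by 94 of the 100 splits (highest 29), and 3 for *Pax5*+/-*;Myd88*+/- against *Pax5*+/- cells, reached by 27 of the 35 (highest 11), and splits that call many lists point to a structure of the samples. For single lists, with unadjusted p of camera, few splits, the real one included, gave a p as small for 4 lists. In the leukemias these were pre-B genes (1.84e-06, smallest other 1.81e-06, reached by 2 of 100) and Pax5-activated genes (2.00e-06, 9.09e-07, 3 of 100). In the cultures they were the interferon (5.49e-09, smallest other 1.44e-08, 1 of 35) and TNF (6.70e-06, 0.000161, 1 of 35) lists. Another split gave the 2 leukemia lists a smaller p than the real one, and 1 of 35 is the smallest share possible. The shares were not corrected for the number of lists, so they do not exclude chance. More splits reached the p of MYC targets (2.81e-10, smallest other 3.61e-26, 24 of 100), cell cycle (0.00279, 7.62e-23, 55 of 100) and feedback inhibitors (0.000249, 5.14e-07, 6 of 35). Chance could not be excluded for these lists either.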
